# BAF60a deficiency uncouples chromatin accessibility and cold sensitivity from white fat browning

**DOI:** 10.1038/s41467-020-16148-1

**Published:** 2020-05-13

**Authors:** Tongyu Liu, Lin Mi, Jing Xiong, Peter Orchard, Qi Yu, Lei Yu, Xu-Yun Zhao, Zhuo-Xian Meng, Stephen C. J. Parker, Jiandie D. Lin, Siming Li

**Keywords:** Differentiation, Fat metabolism

## Abstract

Brown and beige fat share a remarkably similar transcriptional program that supports fuel oxidation and thermogenesis. The chromatin-remodeling machinery that governs genome accessibility and renders adipocytes poised for thermogenic activation remains elusive. Here we show that BAF60a, a subunit of the SWI/SNF chromatin-remodeling complexes, serves an indispensable role in cold-induced thermogenesis in brown fat. BAF60a maintains chromatin accessibility at PPARγ and EBF2 binding sites for key thermogenic genes. Surprisingly, fat-specific BAF60a inactivation triggers more pronounced cold-induced browning of inguinal white adipose tissue that is linked to induction of MC2R, a receptor for the pituitary hormone ACTH. Elevated MC2R expression sensitizes adipocytes and BAF60a-deficient adipose tissue to thermogenic activation in response to ACTH stimulation. These observations reveal an unexpected dichotomous role of BAF60a-mediated chromatin remodeling in transcriptional control of brown and beige gene programs and illustrate a pituitary-adipose signaling axis in the control of thermogenesis.

## Abstract (web summary)

The regulatory networks that govern chromatin accessibility and gene expression in brown and beigeadipocytes remain to be fully elucidated. Here the authors use fat-specific inactivation of BAF60a toreveal a differential role for this chromatin remodeling factor in brown fat thermogenesis and coldinduced browning of inguinal fat.

## Introduction

Adipose tissue thermogenesis defends against cold stress and contributes to nutrient homeostasis and energy balance. Recent studies have identified beige (or brite) adipocytes as an important thermogenic cell type in rodents and humans^1–4^. Brown and beige fat share a remarkably similar transcriptional program underlying fuel oxidation and engage several biochemical processes to convert chemical energy into heat, including uncoupled respiration via uncoupling protein 1 (UCP1) and UCP1-independent thermogenesis via futile substrate cycling. Beyond thermogenesis, brown and beige fat also release endocrine hormones such as Neuregulin 4, which act on other tissues to influence metabolic physiology and disease pathogenesis^5–7^. While the clinical and therapeutic importance of adipose tissue thermogenesis remains to be fully established, brown and beige fat mass and activity have generally been associated with desirable metabolic parameters^8^. Importantly, cold-induced and pharmacological activation of adipose thermogenesis led to increased glucose utilization and improved insulin sensitivity in humans^9,10^. In rodents, genetic ablation of brown fat exacerbates diet-induced weight gain and metabolic disorders^11^, whereas its activation results in increased energy expenditure, reduced adiposity, improved insulin sensitivity, and plasma lipid profiles^12–14^. These observations illustrate the conserved nature of the beneficial effects of thermogenic activation on systemic metabolism and physiology.

A network of transcriptional regulators have been identified to control brown and beige adipogenesis and thermogenesis, including transcription factors (e.g., PPARγ, EBF2, C/EBPβ, ZBTB7B), cofactors (PRDM16, PGC-1α, HDAC3), histone-modifying epigenetic regulators (EHMT1, JMJD1A, KDM4B, LSD1, HDAC), and long noncoding RNAs (Blnc1, lncBATE)^15,16^. Many of these factors form transcriptional complexes through physical interaction and are recruited to the regulatory regions of the genes underlying mitochondrial oxidation and thermogenesis in response to thermogenic stimuli. The mammalian SWI/SNF chromatin-remodeling complexes exist in three distinct assemblies: canonical BRG1-associated factor (cBAF), polybromo-associated BAF, and non-canonical BAF (ncBAF) complexes^17–20^. These heterogeneous molecular machines regulate diverse biological processes by modulating nucleosome structure, chromatin accessibility, and gene transcription. Recent works have shown that brown adipocyte gene expressions are regulated by EBF2 recruitment of BRG1- and JMJD1A-associated SWI/SNF complexes^21,22^. Despite these, the role of SWI/SNF-mediated chromatin regulation in cold-induced activation of the brown and beige gene programs remains largely unknown. In this study, we generated mice harboring fat-specific inactivation of BAF60a, a molecular link between the SWI/SNF machinery and chromatin. Our work uncovers a surprisingly dichotomous role of BAF60a in governing the thermogenic gene programs and reveals a pituitary-adipose signaling pathway that drives cold-induced browning.

## Results

### The BAF60a transcriptional program is indispensable for cold-induced thermogenesis

The mammalian SWI/SNF complexes contain several core subunits including BAF60 that undergo orderly assembly into functional molecular machines^19^. Previous studies have demonstrated that the BAF60 subunit plays a uniquely important role in recruiting the SWI/SNF chromatin-remodeling complexes to target chromatin, leading to cell type-specific and context-dependent transcriptional response^23^. BAF60a mediates induction of hepatic genes involved in fatty acid β-oxidation and bile acid synthesis^24,25^, whereas BAF60c serves as a core component of myocyte glucose sensing and orchestrates myogenic gene expression and glycolytic muscle metabolism^26–28^. As BAF60a is abundantly expressed in brown fat, we postulated that this factor may provide an important link between SWI/SNF-mediated chromatin remodeling and thermogenesis. To test this hypothesis, we inactivated BAF60a specifically in adipose tissue and explored its role in gating chromatin accessibility during thermogenic response.

Adipocyte-specific BAF60a knockout (AKO) mice exhibited normal postnatal growth and appeared indistinguishable from flox/flox littermate control (flox). Following cold exposure, AKO mice exhibited heightened cold sensitivity and failed to maintain core body temperature; this thermogenic defect was associated with elevated plasma levels of triglycerides, ketone body (β-hydroxybutyrate), and non-esterified fatty acids (NEFAs) compared to control (Fig. 1a, b). Histological staining revealed that, while interscapular BAT appeared similar in two groups when mice were kept at ambient temperature, cold-induced mobilization of lipid storage failed to materialize, as indicated by the presence of larger lipid droplets in BAF60a-deficient brown adipocytes (Fig. 1c). Lipolytic function of epididymal white adipose tissue (eWAT) appeared to be enhanced by BAF60a inactivation under basal and stimulated conditions (Supplementary Fig. 1a). Quantitative PCR (qPCR) analysis indicated that mRNA expression of genes involved in uncoupling and thermogenesis (*Ucp1*, *Dio2*), fatty acid β-oxidation (*Cpt1b*, *Acaa2*, *Mcad*, *Acadl, Elovl3*), and mitochondrial oxidative metabolism (*Cox7a1*, *Cox8b*) was significantly lower in AKO mouse brown fat, whereas BAF60b and BAF60c mRNA levels remained largely unaltered by BAF60a inactivation in BAT, inguinal WAT (iWAT), and eWAT from AKO mice (Fig. 1d and Supplementary Fig. 1b). Accordingly, BAF60a inactivation markedly decreased UCP1 protein levels and disrupted normal mitochondrial morphology in brown adipocytes lacking BAF60a, as revealed by the appearance of dilated mitochondrial cristae (Fig. 1e, f). We surveyed mRNA expression of several known regulators of adipose tissue thermogenesis. While *Ebf2*, *Zbtb7b*, and *Prdm16* mRNA levels remained comparable in two groups, mRNA expression of PGC-1α, Blnc1, and PPARγ2 was significantly lower in AKO brown fat (Fig. 1d).

**Fig. 1:**
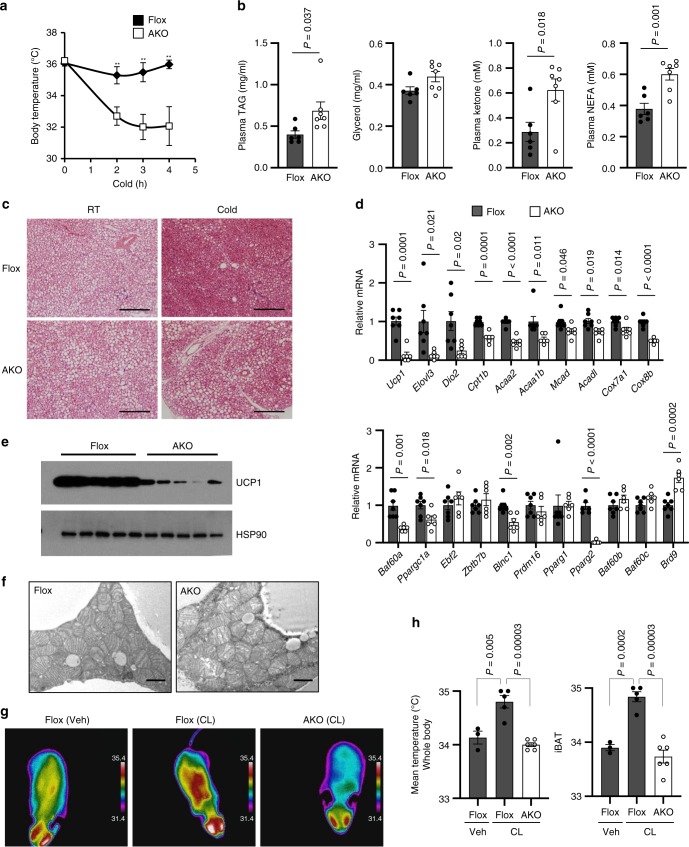
BAF60a is indispensable for cold-induced brown fat thermogenesis. **a** Rectal body temperature in flox (*n* = 15, filled) and AKO (*n* = 20, open) mice during cold exposure at 4 °C. Data were pooled from two experiments and analyzed using two-way ANOVA with Bonferroni post hoc test. Data represent mean ± s.e.m. Interaction *P* value = 0.004; **P < 0.01 for each time point; flox vs. AKO. **b** Plasma metabolite concentrations following cold exposure in flox (*n* = 6, filled) and AKO (*n* = 7, open) mice. **c** Histology of brown fat from mice kept at ambient room temperature (RT) or after cold exposure for 6 h at 10 °C (scale bar = 200 μm; *n* = 3 per group). **d** qPCR analysis of BAT gene expression in flox (*n* = 7, filled) and AKO (*n* = 6, open) mice kept at ambient room temperature. **e** Immunoblots of brown fat lysates. **f** Transmission electron micrograph of BAT sections (scale bar = 1 μm, *n* = 3 per group). **g** Representative infrared images of flox and AKO mice 3 h after i.p. injection of saline (Veh) or CL-316,243 (CL). **h** Quantitation of mean body surface temperature on the back (whole body) and the area above interscapular BAT (iBAT) (saline flox, *n* = 3, filled; CL flox, *n* = 5, filled; CL AKO, *n* = 6, open). Data in **b**, **d**, **h** represent mean ± s.e.m., two-tailed unpaired Student’s *t* test. Source data are provided as a Source Data file.

Cold exposure stimulates catecholamine release by the sympathetic nerve fibers in adipose tissue, leading to adrenergic receptor activation and thermogenesis. To directly assess whether thermogenic response to adrenergic stimulation is impaired in AKO mice, we performed thermal imaging on control and AKO mice following a single intraperitoneal (i.p.) injection of CL-316,243, a β3-selective adrenergic agonist and potent inducer of brown fat thermogenesis. As expected, CL-316,243 treatment increased surface body temperature in control flox mice (Fig. 1g, h). In contrast, AKO mice failed to mount a robust thermogenic response following CL-316,243 treatment. In fact, surface body temperature remained similar to saline-treated mice. These results illustrate an indispensable role for BAF60a-mediated chromatin remodeling during cold-induced thermogenesis.

### BAF60a governs chromatin accessibility in brown fat

BAF60a mediates the recruitment of the SWI/SNF complexes to selective genomic loci, thereby altering local chromatin structure and gene transcription^23,29^. We next performed assay for transposase-accessible chromatin using sequencing (ATAC-seq) on nuclei isolated from control and AKO mouse brown fat to delineate the role of BAF60a in setting chromatin accessibility. 

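In ATAC-seq, a transposase inserts sequencing adapters into open DNA, so that the number of reads at a site reflects how accessible the chromatin is there. Brown fat came from 3 flox mice, which carry floxed BAF60a alleles, and from 3 AKO mice, in which Adiponectin-Cre deletes BAF60a in adipocytes. Each of the 6 samples was the tissue of 1 mouse. The paper gives 5000 nuclei per transposase reaction, and the sample labels give 50000. The authors mapped paired-end reads of 38 bp to the mm10 genome, kept autosomal reads of high mapping quality without duplicates, called broad peaks in each sample and kept peaks called in at least 2 of 3 replicates of a genotype. The deposited brown fat table holds 58558 peaks on 19 autosomes with a median width of 482 bp. Each of its values is the number of reads in a peak divided by a size factor of that sample, here called normalized reads. Undoing this division gave whole numbers, to within 3.4e-06, for 100% of the values, which makes the depth known. Reads in peaks came to 27500738, 18049959 and 10115267 in flox replicates 1, 2 and 3 and to 12886038, 6336670 and 13821838 in AKO replicates 1, 2 and 3.

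The targeted gene was examined first. Smarcd1, which encodes BAF60a, lies on chromosome 15 of mm10 from 99702129 to 99713991, and the table assigns 2 peaks to it. The peak in intron 4, from 99704113 to 99704521, had 136, 201 and 185 normalized reads in flox replicates 1, 2 and 3 and 23.7, 57.9 and 26.9 in AKO replicates 1, 2 and 3. Its log2 fold change was −2.98 (standard error 0.265, adjusted p = 0.269 from limma with Benjamini-Hochberg adjustment). The peak over the promoter and exon 1, from 99701935 to 99702679, had 437 ± 60.5 normalized reads in flox and 442 ± 47.5 in AKO mice (SD, n = 3 per genotype), a log2 fold change of 0.19.

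Genotypes were compared with limma's lmFit and eBayes on log2(normalized reads + 1) for all peaks, and an adjusted p under 0.1, the paper's threshold, counted as a call. As in the paper, the score of each sample on principal component 1 (PC1) was a covariate. PC1 held 55.6% of the variance, and its score ran from −98.2 in flox replicate 1, the sample with the most reads, to 112 in AKO replicate 2, the sample with the fewest. With this covariate, a fitted log2 fold change can differ from the ratio of the group means. The 3 mice against 3 allow no exact permutation p under 0.1.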

ATAC-seq provides a powerful tool to reveal the landscape of chromatin accessibility across the entire genome^30^. We identified a total of 47,205 ATAC-seq peaks (representing open chromatin) in brown fat, of which 265 exhibiting significantly reduced accessibility in response to BAF60a inactivation (Fig. 2a). 

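The authors' deposited table gives an adjusted p for 47205 of the 58558 peaks and none for the other 11353, which their filter on low counts left out. It holds 265 peaks with lower accessibility in AKO mice at an adjusted p under 0.1. In the limma test of all 58558 peaks, 0 peaks passed that threshold, and the smallest adjusted p was 0.269, which the Smarcd1 peak described above shares. At an unadjusted p under 0.05, 3274 peaks fell and 2027 rose. DESeq2 on the recovered reads, with the same covariate, called 127 falling peaks. Without the covariate, it called 303. With each mouse left out in turn, DESeq2 called from 23 falling peaks (without flox replicate 3) to 107 (without AKO replicate 2). Of all peaks, 17.6% had values that did not overlap between the genotypes, where 10% would be so by chance. Of the 337 peaks of either direction called in the authors' deposited table, 337 had the same sign in the limma test, 317 had an unadjusted p under 0.05 and 308 had values without overlap in that direction.

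Among the falling peaks called by DESeq2, Smarcd1 intron 4 ranked first by p-value. Another was a peak on chromosome 9 from 50834076 to 50835876, −21948 bp from the start of Ppp2r1b, a phosphatase subunit gene. It had 1868 ± 167 normalized reads in flox and 758 ± 94.1 in AKO mice (SD, n = 3). Its log2 fold change was −1.09 (standard error 0.174, adjusted p = 0.417 from limma). At this peak every AKO mouse was below every flox mouse.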

Interestingly, 72 peaks exhibited increased accessibility in AKO mouse brown fat. 

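In the authors' deposited table, 72 peaks rise in AKO brown fat at an adjusted p under 0.1. DESeq2 with the PC1 covariate called 47 rising peaks, and limma called 0. Without the covariate, DESeq2 called 300. Single mice moved this count strongly, from 2 without AKO replicate 1 to 198 without AKO replicate 3, and in the latter fit the rising peaks outnumbered the falling ones, of which there were 98.

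The rising peak with the smallest p-value in DESeq2 covers the start of Eif4a2, a translation initiation factor gene, on chromosome 16 from 23107109 to 23108626. It had 762 ± 159 normalized reads in flox and 1143 ± 224 in AKO mice (SD, n = 3), and the values of the genotypes overlapped. Its fitted log2 fold change was 1.00 (standard error 0.173, adjusted p = 0.417 from limma). This peak lies in a stretch of 20 neighbouring peaks, up to Adipoq, that all had a positive log2 fold change, the sign by which the stretch was bounded. A peak in intron 3 of the phosphatase gene Ptp4a3, on chromosome 15 from 73754259 to 73754801, rose from 215 ± 44.3 to 368 ± 68.8 normalized reads (SD, n = 3), a log2 fold change of 1.15 (standard error 0.184). A peak over exon 18 of the glycosyltransferase gene Mgat5b, on chromosome 11 from 116985533 to 116986859, rose from 440 ± 21.5 to 801 ± 47.9 normalized reads (SD, n = 3), a log2 fold change of 0.85 (adjusted p = 0.436 from limma). At the peaks of Ptp4a3 and Mgat5b, every AKO mouse was above every flox mouse.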

We analyzed the effects of BAF60a deficiency on a set of brown fat-enriched genes and observed reduced accessibility at ATAC-seq peaks and mRNA expression for many of these genes, including *Pparγ*, *Ifi27l2a*, *Cfd*, *Dgat2*, and *Pck1* (Fig. 2a and Supplementary Fig. 1c). 

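The heatmap of Fig. 2a labels 16 genes, among them the 5 named here, and the table assigns 170 brown fat peaks to them. Of these peaks, 144 had a negative log2 fold change, with a median of −0.30. The groups did not overlap at 78 peaks that were lower and 5 that were higher in AKO mice. limma called 0 of the 170 over all peaks, and 41 passed when the p-values were adjusted over the list alone, although the study chose this list on the same samples, so that the second count is not independent evidence. At an unadjusted p under 0.05, 55 of the peaks fell, spread over 15 of the 16 genes, and 2 rose. DESeq2 called 22 of the peaks as falling, and the authors' deposited table calls 36.

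The nuclear receptor gene Pparg had 20 of 21 peaks with a negative log2 fold change. Its peak with the smallest p-value lies in intron 4, on chromosome 6 from 115456095 to 115456644. It had 190 ± 19.4 normalized reads in flox and 94.0 ± 18.6 in AKO mice (SD, n = 3), with a log2 fold change of −0.97 (standard error 0.243, adjusted p = 0.440 from limma). Dgat2, which encodes an enzyme of triglyceride synthesis, had 8 of 8. Of these, the peak with the smallest p-value lies in intron 1, on chromosome 7 from 99171997 to 99172420. It had 332 ± 85.0 normalized reads in flox and 199 ± 24.9 in AKO mice (SD, n = 3), with a log2 fold change of −1.09 (standard error 0.202, adjusted p = 0.417 from limma). The adipokine gene Cfd had 2 of 3. The smallest p-value was that of a peak downstream of the gene, 6345 bp from the transcription start site, on chromosome 10 from 79896798 to 79897598. It had 378 ± 28.7 normalized reads in flox and 220 ± 70.8 in AKO mice (SD, n = 3), with a log2 fold change of −1.17 (standard error 0.234, adjusted p = 0.431 from limma). Pck1, which encodes phosphoenolpyruvate carboxykinase, had 2 of 4. The peak that changed with the smallest p-value lies over the transcription start site, on chromosome 2 from 173151769 to 173154922. It had 4135 ± 540 normalized reads in flox and 1616 ± 329 in AKO mice (SD, n = 3), with a log2 fold change of −1.19 (standard error 0.240, adjusted p = 0.431 from limma). The other 2 Pck1 peaks, from 173170860 and from 173177867, rose with log2 fold changes of 0.31 and 0.61, also without overlap of the groups, the second of them with an unadjusted p under 0.05. Ifi27l2a, an interferon-inducible gene, has 1 peak in brown fat, which is described with the inguinal data. The messenger RNA levels of these genes were not analysed here.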

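Ucp1 lies on chromosome 8 of mm10 from 83290352 to 83298452, on the forward strand, with 6 exons. The part of the locus drawn in Fig. 2b holds 7 peaks of the brown fat table, and every AKO mouse was below every flox mouse at each of them. Their log2 fold changes ran from −1.93 to −0.50. The peak over the transcription start site and exon 1, from 83289980 to 83290774, fell from 1206 ± 372 normalized reads in flox to 321 ± 39.3 in AKO mice (SD, n = 3), a log2 fold change of −1.52 (standard error 0.272, adjusted p = 0.417 from limma). The upstream peak from 83284326 to 83285966, −5206 bp from the transcription start site, fell from 1470.4 ± 272 to 497 ± 101 normalized reads (SD, n = 3), a log2 fold change of −1.31 (standard error 0.247). In intron 5, the peak from 83297198 to 83297774 fell from 317 ± 112 to 68.5 ± 12.1 normalized reads (SD, n = 3), a log2 fold change of −1.89 (standard error 0.326). Downstream of the gene, the peak from 83298730 to 83300383 had 1241 ± 349 normalized reads in flox and 291 ± 55.7 in AKO mice (SD, n = 3), a log2 fold change of −1.93 (standard error 0.318). The other peaks, at −13251, −11433 and −2469 bp from the start site, had log2 fold changes of −1.20, −0.57 and −0.50.

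Over all brown fat peaks, limma called 0 of the 7, of which 6 had an unadjusted p under 0.05, and 7 passed when adjusted over the list alone. DESeq2 called 5, and 7 when run without the PC1 covariate. All 7 fell in each of the 6 fits that left out 1 mouse. Of the 12 peaks that the table assigns to Ucp1, which extend beyond this part of the locus, 11 had a negative log2 fold change.

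**Figure D1:**
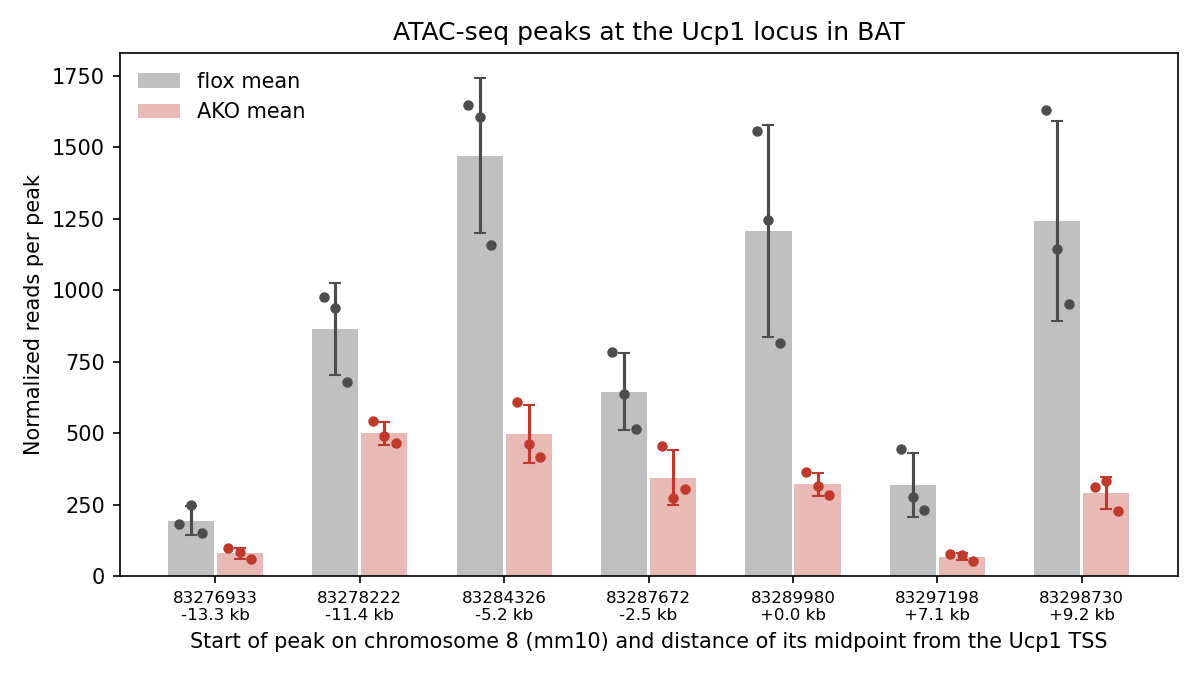
Normalized reads at the 7 brown fat peaks across the Ucp1 locus, in flox and AKO mice. Bars show the mean of 3 mice, error bars the SD and points single mice, and the labels under the bars give the start of each peak on chromosome 8 and the distance of its midpoint from the transcription start site. The points of the AKO mice lie below those of the flox mice at each peak.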

Seven ATAC-seq peaks were detected across the Ucp1 locus, all of which exhibited reduced chromatin accessibility (Fig. 2b), consistent with significantly lower *Ucp1* gene expression in AKO mouse brown fat.

**Fig. 2:**
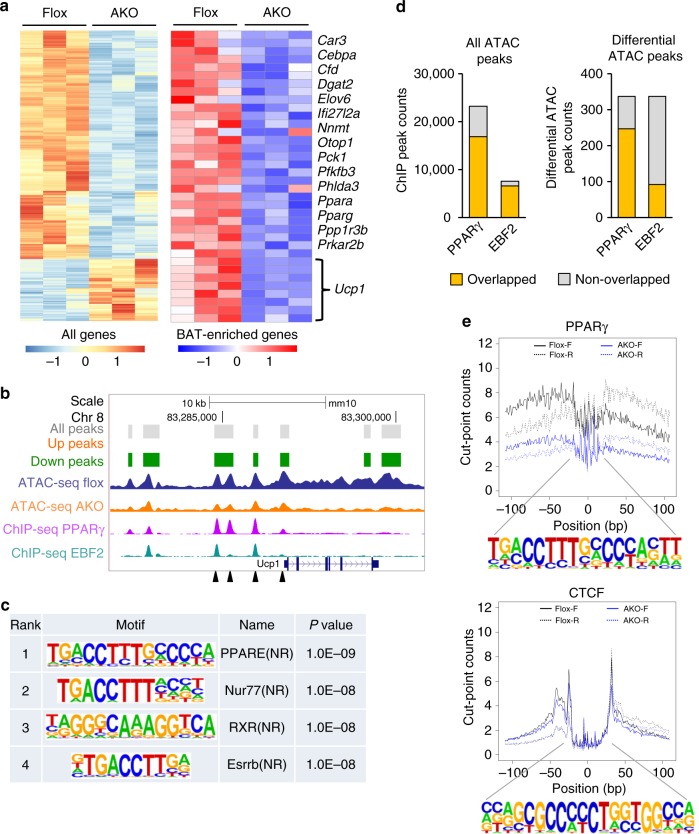
Ablation of BAF60a disrupts chromatin accessibility in brown fat. ATAC-seq was performed on brown fat nuclei isolated from flox (*n* = 3) and AKO (*n* = 3) mice. **a** Heatmap representation of all differential peaks (left) or differential peaks near BAT-enriched genes (right). **b** UCSC genome browser view of chromatin structure at the Ucp1 locus. Mapped ATAC-seq peaks correspond to all peaks and those up- or down-regulated following BAF60a inactivation. ATAC-seq traces for Flox and AKO brown fat (middle) and the ChIP-seq peaks for PPARγ and EBF2 (bottom) were shown. Arrowheads indicate the locations for PPARγ ChIP qPCR primers. **c** Motif-enrichment analysis of the down-regulated peaks in AKO brown fat. **d** Overlaps of PPARγ and EBF2 ChIP binding peaks within all ATAC-seq peaks (left) or differential ATAC-seq peaks (right). **e** Footprint aggregate plots at putative PPARγ and CTCF binding sites. Source data are provided as a Source Data file.

To determine whether BAF60a preferentially affects chromatin accessibility at certain transcription factor binding sites, we performed transcription factor motif-enrichment analysis on ATAC-seq peaks that were decreased by BAF60a inactivation. 

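Motif matches were counted in the 265 falling peaks of the authors' deposited table, because limma called none. Control peaks from the same table were drawn at 10 per falling peak from the same classes of width and GC content. HOMER's enrichment was not repeated. The PPAR response element (PPARE) was searched as TGACCTTTGCCCCA, on either strand with up to 3 mismatches. It matched in 81 of the 265 falling peaks (30.6%, 95% Wilson interval 25.3% to 36.4%) and in 523 of 2650 controls (19.7%), an odds ratio of 1.79 (two-sided Fisher's exact test, p = 6.6e-05, adjusted over 5 motifs 0.00033). These intervals cover counting error only. With all other peaks as controls, which are narrower, the odds ratio was 3.28. For EBF (TCCCNNGGGA, exact), the odds ratio was 1.09, for C/EBP (ATTGCGCAAC, up to 1 mismatch) 0.48, for NF1 (TTGGCNNNNNGCCAA, up to 1 mismatch) 0.635 and for CTCF (CCACNAGGTGGC, up to 1 mismatch) 0.555, with unadjusted p-values from 0.084 to 0.68 in the same test. None of the 7 peaks at the Ucp1 locus held a PPARE match by this rule. Sites for NUR77, RXR and ERRβ were not analysed here.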

We observed that the binding sites for several nuclear receptors, including PPAR, NUR77, RXR, and ERRβ, were highly enriched in BAF60a down-regulated peaks (Fig. 2c). We integrated our ATAC-seq data with previous chromatin immunoprecipitation sequencing (ChIP-seq) analyses of genome-wide PPARγ and EBF2 occupancy in brown fat^21^. As shown in Fig. 2d, 16,868 of 23,232 PPARγ and 6610 of 7584 EBF2 ChIP peaks were found within ATAC-seq peaks that we observed in brown fat. Interestingly, a large fraction of BAF60a-dependent ATAC peaks contained PPARγ (247/337) and EBF2 (92/337) binding sites. Co-immunoprecipitation (co-IP) studies indicated that BAF60a physically interacts with PPARγ (Supplementary Fig. 2a). Transcription factor footprint analysis of the ATAC-seq peaks indicated that chromatin regions near PPARγ binding sites exhibited reduced accessibility (Fig. 2e). Accordingly, ChIP analysis revealed diminished PPARγ binding at the Ucp1 locus (Supplementary Fig. 2b). In contrast, occupancy for CCCTC-binding factor (CTCF), a chromatin-binding factor that defines the boundary of chromatin domains, remained largely unaffected by inactivation of BAF60a in brown adipocytes. These results provide a mechanistic link between BAF60a-mediated chromatin remodeling and the global landscape of genome accessibility in brown fat.

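Over all 58558 brown fat peaks, the median log2 fold change of AKO against flox mice was 0.0067, and 28733 peaks had a negative value. The size factors centre the typical peak at no change, so this balance cannot show whether accessibility shifted across the whole genome. The limma fold changes correlated with those of the authors' deposited table at r = 0.817 across peaks, which are not independent replicates. Footprints and the PPARγ and EBF2 binding data were not analysed here. From the peaks with reduced accessibility, their overlap with PPARγ and EBF2 binding, the lower signal near PPARγ sites and the interaction of BAF60a with PPARγ, the paper concludes that remodeling by BAF60a is mechanistically linked to the accessibility of the brown fat genome.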

### BRD9 interacts with BAF60a and is required for thermogenic gene expression

To establish a cell-autonomous role of BAF60a in the control of thermogenic gene program, we immortalized brown preadipocytes from flox/flox neonatal pups and ablated BAF60a following transduction of a retroviral vector expressing Cre recombinase. As expected, expression of *Ucp1*, *Cidea*, and *Fabp4* was markedly induced in control adipocytes during adipogenesis (Fig. 3a, b and Supplementary Fig. 3a). In contrast, the induction of these thermogenic genes was greatly diminished in adipocytes lacking BAF60a, which exhibited reduced lipid accumulation following differentiation (Supplementary Fig. 3b). Further, adrenergic stimulation of thermogenic gene expression was greatly diminished in BAF60a-deficient adipocytes (Fig. 3c). MitoTracker staining indicated that mitochondrial content was lower in adipocytes lacking BAF60a (Fig. 3d). Consistently, basal oxygen consumption and total respiratory capacity of differentiated adipocytes were significantly lower following BAF60a inactivation (Fig. 3e). As such, BAF60a is required for transcriptional activation of thermogenic genes in a cell-autonomous manner.

**Fig. 3:**
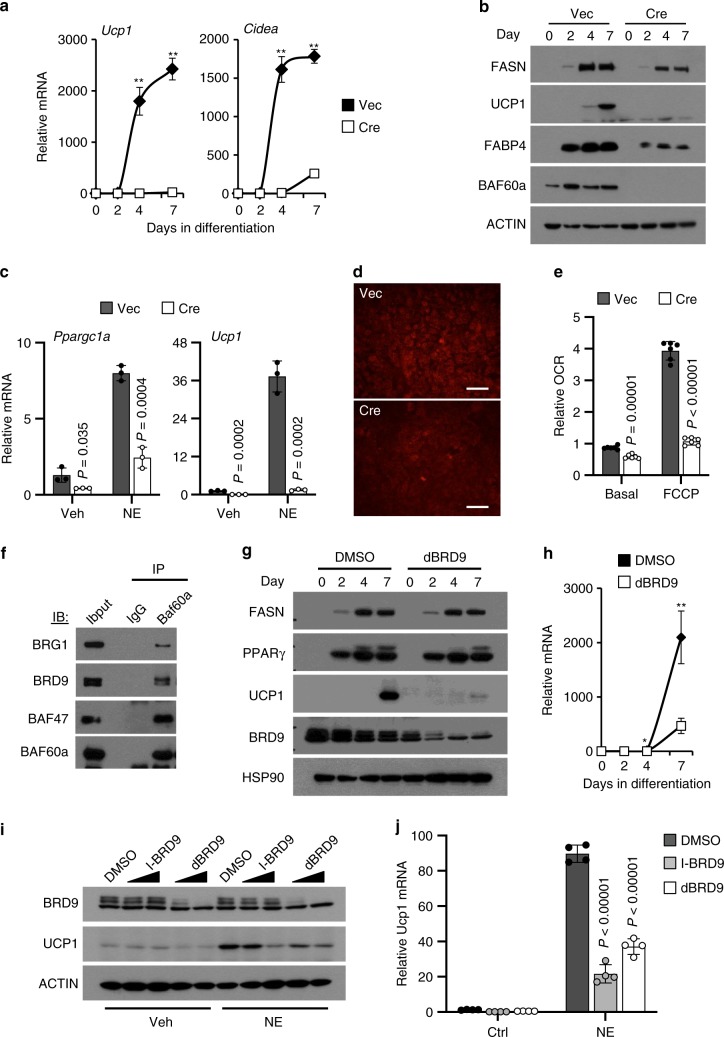
Deletion of BAF60a impairs brown adipocyte differentiation. **a** qPCR analysis of gene expression during brown adipocyte differentiation following transduction of vector or Cre retrovirus (*n* = 3 per group). **b** Immunoblots of brown adipocyte lysates during differentiation as in **a**. **c** qPCR analysis of differentiated brown adipocyte gene expression following 5 h of treatment with vehicle (Veh, *n* = 3, filled) or norepinephrine (NE, *n* = 3, open). **d** MitoTracker staining (scale bar = 100 μm; *n* = 3 per group). **e** Oxygen consumption rate (OCR) before and after FCCP addition (*n* = 6 per group). Data in **a**, **c**, **e** represent mean ± s.d. **P < 0.01, Vec vs. Cre; two-tailed unpaired Student’s *t* test. **f** Immunoblots of BAF60a-associated proteins in brown adipocytes (representative of three experiments). **g** Immunoblots of brown adipocyte lysates during differentiation in the presence of DMSO or 250 nM dBRD9 (*n* = 2 per group). **h** qPCR analysis of *Ucp1* expression (*n* = 3 per group). **i** Immunoblots of brown adipocyte lysates. Differentiated adipocytes were treated with Veh or NE in the presence of DMSO, I-BRD9 (1 or 10 μM), or dBRD9 (100 or 500 nM) (*n* = 2 per group). **j** qPCR analysis of *Ucp1* expression in brown adipocytes treated with Veh or NE in the presence of DMSO, 10 μM I-BRD9 or 500 nM dBRD9 (*n* = 4 per group). Data in **h**, **j** represent mean ± s.d. *P < 0.05, **P < 0.01, DMSO vs. I-BRD9 or dBRD9; two-tailed unpaired Student’s *t* test. Source data are provided as a Source Data file.

BAF60a is a core subunit of the molecularly heterogeneous BAF chromatin-remodeling complexes. Recent studies have identified bromodomain-containing protein 9 (BRD9) as a subunit of ncBAF in mouse embryonic stem cells and cancer cells^17,20,31,32^. We performed co-IP assay to explore whether BAF60a is present in BRD9-containing ncBAF in brown adipocytes. As shown in Fig. 3f, BAF60a physically associated with BRD9 in addition to BRG1 and BAF47, suggesting that BAF60a is present in both cBAF and ncBAF complexes. These findings raised the possibility that BRD9-containing ncBAF may play an important role in the regulation of thermogenic gene expression. To explore this, we subjected brown preadipocytes to differentiation protocol without or with dBRD9, a BRD9-specific proteolysis targeting chimera compound^33^. As expected, dBRD9 markedly diminished endogenous BRD9 protein levels in treated adipocytes (Fig. 3g). While protein levels of FASN (fatty acid synthase) and PPARγ remained largely unaffected by dBRD9, UCP1 mRNA and protein expression was greatly reduced in differentiated brown adipocytes (Fig. 3g, h). We confirmed these results using a specific chemical inhibitor of BRD9 (I-BRD9)^34^. Both I-BRD9 and dBRD9 diminished the induction of *Ucp1* mRNA and protein expression in response to adrenergic stimulation (Fig. 3i, j). These results demonstrate that BRD9 is required for induction of thermogenic gene expression during brown adipocyte differentiation and in response to adrenergic stimulation.

### Inactivation of BAF60a enhances beige fat formation

Chronic cold exposure is known to stimulate browning of white fat, particularly the iWAT. Beige adipocytes within iWAT contribute to thermogenesis via UCP1-dependent and UCP1-independent mechanisms^4^. To determine whether BAF60a is required for beige fat formation, we subjected flox and AKO mice to cold acclimation. Unlike acute cold stress, chronic cold exposure reduced brown fat lipid content in both groups (Fig. 4a). Despite this, mRNA expression of *Ucp1*, *Cpt1b*, *Elovl3*, and *Cox8b* and UCP1 protein levels were significantly lower in BAF60a-deficient brown fat (Fig. 4b, c). To our surprise, we observed more pronounced cold-induced browning in iWAT from AKO mice, as illustrated by more abundant UCP1-positive beige adipocytes (Fig. 4c, d). Gene expression analysis indicated that BAF60a was efficiently deleted in adipocytes along with markedly reduced expression of PPARγ2 (Supplementary Fig. 4a). Accordingly, mRNA expression of a large number of genes involved in mitochondrial fuel oxidation and thermogenesis was more highly induced in AKO mouse iWAT than control, including *Ucp1*, *Elovl3*, *Cidea*, *Cpt1b*, and *Pparα* (Fig. 4e). Dio2 mRNA levels were comparable between two groups. Microarray transcriptional profiling of iWAT revealed a cluster of genes exhibiting more robust induction in AKO mice following cold acclimation, many of which are involved in mitochondrial fuel oxidation and thermogenesis (Fig. 4f). The expression of genes involved in creatine metabolism (*Ckmt1*, *Ckmt2*, *Gatm*, *Gamt*, *Slc6a8*) remained largely unchanged (Supplementary Fig. 4b). While *Serca2a* was upregulated in AKO mice during chronic cold, the expression of *Serca2b* and *Ryr2*, two major players in calcium cycling in response to cold challenge^35^, were not affected by BAF60a inactivation (Supplementary Fig. 4b).

**Fig. 4:**
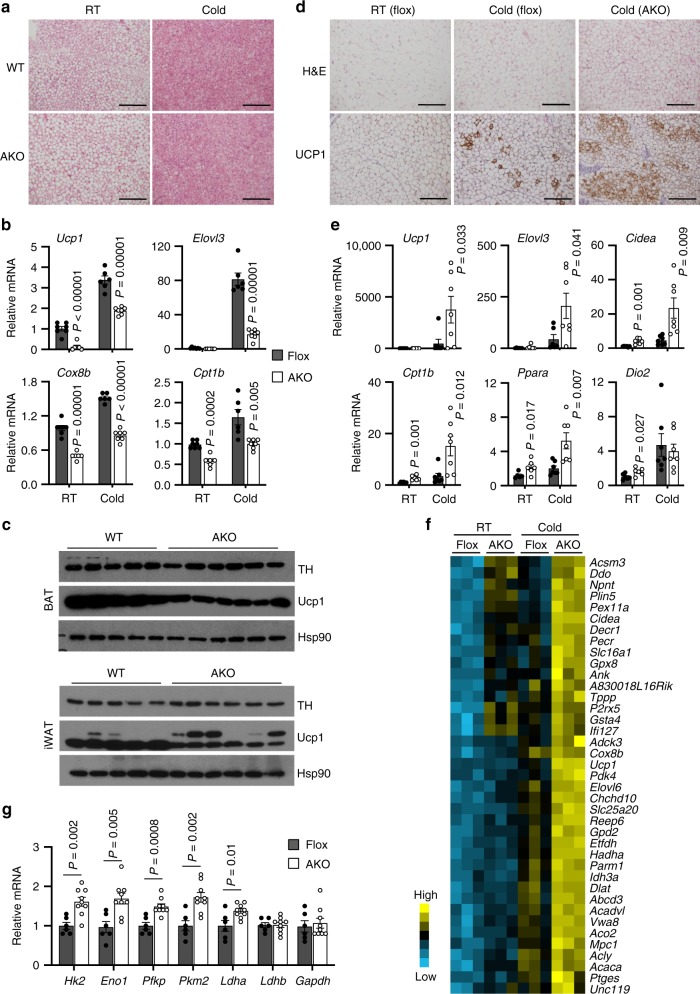
BAF60a deficiency promotes cold-induced beige fat formation. **a** H&E staining of BAT from mice kept at ambient room temperature (RT) or after cold acclimation (Cold) (scale bar = 200 μm; *n* = 4 per group). **b** qPCR analysis of BAT gene expression (flox, *n* = 7 for RT, *n* = 6 for Cold; AKO, *n* = 6 for RT, *n* = 7 for Cold). **c** Immunoblots of brown fat and inguinal fat lysates. **d** H&E and UCP1 immunostaining of iWAT sections (scale bar = 200 μm) (flox, *n* = 6 for RT, *n* = 7 for Cold; AKO, *n* = 8 for Cold). **e** qPCR analyses of iWAT gene expression (flox, *n* = 6 for RT, *n* = 6 for Cold; AKO, *n* = 6 for RT, *n* = 7 for Cold). **f** Heatmap representation of microarray data showing a cluster of genes exhibiting elevated expression in AKO iWAT following cold acclimation. **g** qPCR analysis of genes enriched in glycolytic beige fat (flox, *n* = 6, filled; AKO, *n* = 9, open). Data in **b**, **e**, **g** represent mean ± s.e.m. two-tailed unpaired Student’s *t* test, flox vs. AKO. Source data are provided as a Source Data file.

Recent work has uncovered a unique population of beige adipocytes characterized by elevated glycolytic activity^36^. Interestingly, mRNA expression of a number of glycolytic genes, including *Hk2*, *Eno1*, *Pfkp*, *Pkm2*, and *Ldha*, was significantly higher in iWAT from AKO mice following cold acclimation than the control group (Fig. 4g). We next performed ATAC-seq to examine how BAF60a inactivation alters chromatin accessibility in iWAT following cold acclimation. 

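Inguinal fat pads of 6 cold-acclimated mice per genotype were pooled by genotype, minced and divided before freezing, so that the 3 flox and 3 AKO samples are technical replicates of 1 pool each. Their spread covers the handling and sequencing of aliquots and not the difference between mice. The mice had been brought to 10 °C and kept there for 7 days. The paper gives paired-end reads of 150 bp trimmed to 38 bp, whereas the sample labels give 38 bp and another sequencer than the paper. The authors processed the reads as for brown fat. The deposited table holds 39558 peaks with a median width of 432 bp. Its values are again reads divided by a size factor per sample, all of them whole to within 6.9e-07 once this is undone. Reads in peaks came to 6691161, 4237080 and 5470201 in flox replicates 1, 2 and 3 and to 4066720, 4134249 and 4420019 in AKO replicates 1, 2 and 3. The brown fat and inguinal tables were normalized separately, so each tissue was tested within its own table. Following the paper, the limma test had no PC1 covariate here. At Smarcd1, the table lists only the promoter peak, from 99701935 to 99702768, with 216 ± 30.7 normalized reads in flox and 231 ± 1.83 in AKO aliquots (SD, n = 3 aliquots), a log2 fold change of 0.11 (standard error 0.146, adjusted p = 0.774 from limma). The inguinal table lists no peak at the place of the intron 4 peak of brown fat.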

We identified a total of 39,558 peaks, 29,925 of which (75.7%) overlapped with peaks detected in BAT (Fig. 5a), indicating that brown and beige fat share remarkably similar features in their chromatin accessibility landscape. 

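Counting an overlap of at least 1 bp, 31839 of the 39558 inguinal peaks overlapped 1 of the 58558 brown fat peaks, which is 80.5% (95% Wilson interval 80.1% to 80.9%). The share moved most when the overlap had to cover at least 50% of both peaks, to 60.6% (23989 peaks). With at least 50% of the inguinal peak covered, it was 76.2% (30155 peaks). Against only the brown fat peaks with an adjusted p in the authors' deposited table, 29894 inguinal peaks overlapped (75.6%). Among peaks with a mean of at least 50 normalized reads in their own table, 90.3% did (23286 of 25776), so the inguinal share rose with this filter. In the other direction, 31487 brown fat peaks (53.8%) overlapped an inguinal peak, and with the same filter this share fell to 46.8% (23119 of 49374). Peaks were called on replicates of each tissue, and the tissues differ in depth, so the share compares these peak lists.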

Motif-enrichment analysis revealed that the top 12 BAT-enriched motifs were also enriched among peaks detected in iWAT, including binding sites for C/EBP, CTCF, HLF, BORIS, EBF, PPAR, NF1, and SP1 (Fig. 5b). 

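Consensus matches of 5 of the motif families were counted in all peaks of each table and in windows of the same width 10 kb away that overlap no peak. In brown fat, 53133 peaks had such a window, and PPARE matched in 11.5% of those peaks against 6.69% of the windows, a ratio of 1.71. The ratio was 3.16 for EBF, 3.82 for C/EBP, 2.50 for NF1 and 1.05 for CTCF. In iWAT, with 36236 peaks, it was 1.47 for PPARE, 2.34 for EBF, 4.13 for C/EBP, 1.95 for NF1 and 0.934 for CTCF. The windows were poorer in GC than the peaks, with a median of 44.9% against 52.5% in brown fat and 45.1% against 55.0% in iWAT, and no test was made against them. HLF, BORIS and SP1 sites were not analysed here.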

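Ifi27l2a, Car3, Ucp1 and Cidea were compared in both tissues through all peaks that the tables assign to them. Ifi27l2a lies on chromosome 12 from 103442167 to 103443680. Its only brown fat peak, from 103442849 to 103443763 over the transcription start site, had 239 ± 42.3 normalized reads in flox and 188 ± 76.6 in AKO mice (SD, n = 3), which overlapped, and a fitted log2 fold change of −0.88 (standard error 0.266, adjusted p = 0.480 from limma). That value depends on the PC1 covariate, without which it was −0.40. In iWAT, the peak from 103439153 to 103439445, downstream of the gene, fell from 83.3 ± 4.03 to 29.6 ± 7.28 normalized reads (SD, n = 3 aliquots), a log2 fold change of −1.49 (standard error 0.187, adjusted p = 0.149 from limma), and the peak over the start site had a log2 fold change of −0.64. At Car3, a carbonic anhydrase gene on chromosome 3 from 14863538 to 14872523, all 6 brown fat peaks and all 6 inguinal peaks had a negative log2 fold change, with medians of −0.77 and −0.56. In brown fat, the peak with the smallest p-value lies in intron 3, from 14867376 to 14867795, and had 175 ± 60.4 normalized reads in flox and 97.6 ± 12.5 in AKO mice (SD, n = 3), a log2 fold change of −1.27 (standard error 0.242, adjusted p = 0.417 from limma), with overlapping groups. The inguinal peak just downstream of Car3, from 14872491 to 14873723, fell from 478 ± 137 to 165 ± 48.8 normalized reads (SD, n = 3 aliquots), a log2 fold change of −1.53 (standard error 0.299, adjusted p = 0.151 from limma).

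At Ucp1, the median log2 fold change was −0.82 over the 12 brown fat peaks and 0.068 over the 3 inguinal peaks, which changed by 0.068, 0.20 and −0.64. At the falling one, from 83309978, every AKO aliquot was below every flox aliquot, and the groups overlapped at the others. The inguinal median was −0.22 over peaks within 20 kb of the gene and −0.011 without flox replicate 1. No inguinal peak covers the start of Ucp1. At Cidea, on chromosome 18 from 67343604 to 67367785, 3 of 5 inguinal peaks rose, with log2 fold changes of 0.77, 0.54 and 0.54, and at these every AKO aliquot was above every flox aliquot. The peak with the smallest p-value, from 67336321 to 67336648, −7120 bp from the start, rose from 55.9 ± 9.49 to 80.8 ± 5.47 normalized reads (SD, n = 3 aliquots), a log2 fold change of 0.54 (standard error 0.159). The peak from 67343050 to 67343891 over the start site rose from 89.6 ± 12.2 to 131 ± 15.6 normalized reads (SD, n = 3 aliquots; standard error of the log2 fold change 0.162, adjusted p = 0.205 from limma). The inguinal median of Cidea was 0.54. In brown fat, the 5 Cidea peaks had a median of −0.027, which changed sign with the tool, to 0.071 in DESeq2, and with the mouse left out, from −0.25 without flox replicate 2 to 0.17 without AKO replicate 3. Without the PC1 covariate it was −0.30. The brown fat Cidea peak with the smallest p-value, from 67327513 to 67330389, −14653 bp from the start, fell from 2276 ± 276 to 1540.1 ± 163.4 normalized reads (SD, n = 3), a log2 fold change of −0.37 (standard error 0.183, adjusted p = 0.601 from limma). At this peak and at the one from 67324377, with a log2 fold change of −0.30, every AKO mouse was below every flox mouse. limma called none of the peaks of these genes in either tissue. DESeq2 called 2 falling peaks at Car3 and 5 at Ucp1 in brown fat, and 1 falling peak each at Car3 and Ifi27l2a in iWAT. The authors' deposited table calls 2 falling at Car3, 8 at Ucp1 and 1 at Ifi27l2a in brown fat, and the same counts as DESeq2 in iWAT. Neither called a peak of Cidea. At an unadjusted p under 0.05 in limma, the brown fat peaks included 1 falling at Ifi27l2a, 4 at Car3 and 9 at Ucp1. The inguinal peaks with such a p included 4 falling at Car3, 2 falling at Ifi27l2a and 3 rising at Cidea. Whether the change at a gene differs between the tissues was not tested.

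**Figure D2:**
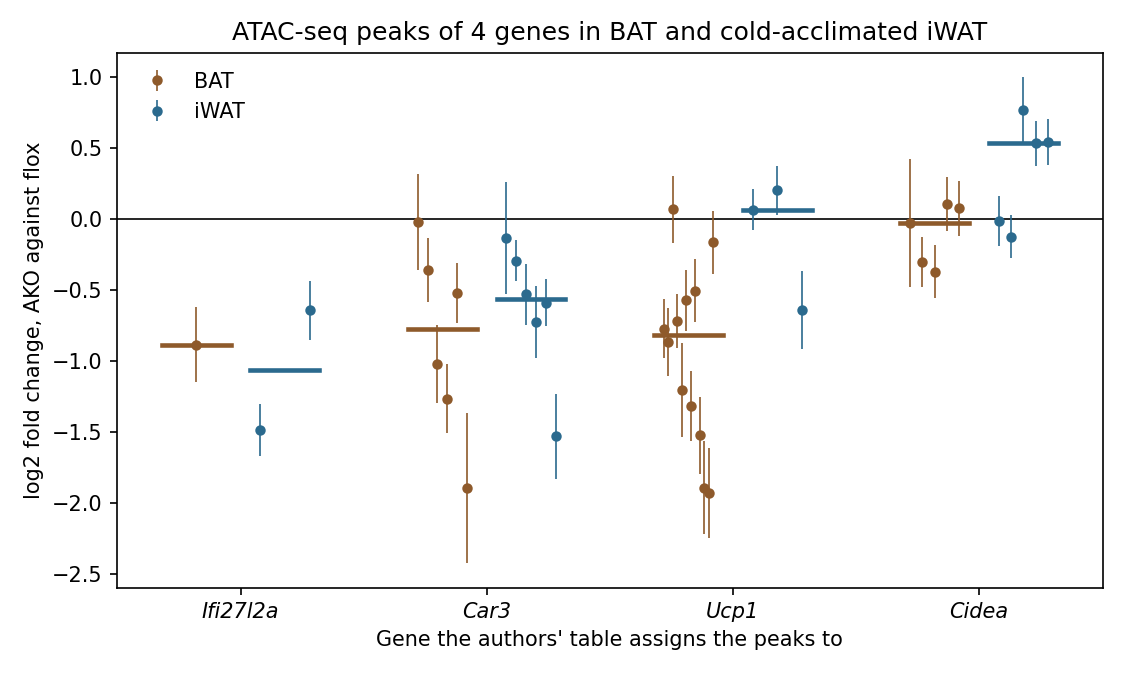
Log2 fold change of AKO against flox for each peak of Ifi27l2a, Car3, Ucp1 and Cidea in BAT (brown) and cold-acclimated iWAT (blue). Points are single peaks with their limma standard errors, and the thick line is the median of the peaks of a gene. The Car3 peaks lie below 0 in both tissues, and the Cidea peaks of iWAT lie on both sides of 0 with a median of 0.54.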

While ATAC-seq peaks for *Ifi27l2a* and *Car3* were diminished by BAF60a inactivation in both BAT and iWAT, the peaks near *Ucp1* and *Cidea* genes exhibited opposite regulation by BAF60a inactivation (Fig. 5c). Motif analysis indicated that the upregulated peaks in iWAT were enriched for EBF, C/EBP, and PPAR binding sites (Fig. 5d). Together, these observations illustrate a surprisingly dichotomous role of BAF60a in the control of thermogenic gene programs in brown and beige adipocytes. In this case, BAF60a is absolutely required for brown fat thermogenesis and defense against acute cold stress, yet its inactivation appears to sensitize beige fat formation in response to chronic cold stimulation.

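limma called 0 of the 39558 inguinal peaks at an adjusted p under 0.1, with a smallest adjusted p of 0.149. At an unadjusted p under 0.05, 2934 peaks fell and 3009 rose. DESeq2 on the recovered reads called 225 falling and 195 rising peaks. edgeR moved the counts most, to 996 falling and 850 rising. The authors' deposited table has 241 falling and 196 rising peaks at this threshold. Without flox replicate 1, DESeq2 called 4 falling and 4 rising peaks. All of these tests compare aliquots of 1 pool per genotype.

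Among the rising peaks called by DESeq2, the smallest p-value again belonged to the promoter of Eif4a2, at 23107194 to 23108583, which rose from 276 ± 22.0 to 436 ± 22.3 normalized reads (SD, n = 3 aliquots), a log2 fold change of 0.66 (standard error 0.132, adjusted p = 0.151 from limma). It lies in the same stretch of chromosome 16 as in brown fat, where all 8 inguinal peaks rose. The next was a peak on chromosome 5 from 134763293 to 134763780, −16213 bp from the start of the elastin gene Eln, with 82.9 ± 15.6 and 176 ± 15.2 normalized reads (SD, n = 3 aliquots) and a log2 fold change of 1.09 (standard error 0.172). The peak over exon 34 of Dysf, which encodes dysferlin, on chromosome 6 from 84139951 to 84140331, had a log2 fold change of 1.05 (standard error 0.202). Among the falling peaks, the peak downstream of Cfd on chromosome 10, from 79896047 to 79898460, went from 1268 ± 105 to 668 ± 54.0 normalized reads (SD, n = 3 aliquots), a log2 fold change of −0.92. Peaks near Cxcr4 and in exon 11 of Tfr2 followed, with log2 fold changes of −1.04 and −1.29.

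In the 196 rising peaks of the authors' deposited table, the EBF consensus matched in 6.12% against 2.5% of 1960 controls of like width and GC content, an odds ratio of 2.54 (two-sided Fisher's exact test, p = 0.010, adjusted over 5 motifs 0.050). Among the 195 rising peaks called by DESeq2, that odds ratio was 1.73 (Fisher's exact test, p = 0.103). PPARE matched in 18 peaks (9.18%, against 7.14%), an odds ratio of 1.31 (Fisher's exact test, p = 0.31). C/EBP matched in 1 peak, an odds ratio of 0.45 (Fisher's exact test, p = 0.72). The odds ratio was 1.23 for NF1 and 0.894 for CTCF.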

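Each brown fat peak was paired with the inguinal peak that it overlapped most. Over the 31487 pairs, the log2 fold changes of the tissues had a Pearson's r of 0.113 and a Spearman's rho of 0.094 across peaks, which are not replicates, and 53.3% of the pairs had the same sign. limma called no brown fat peak, so signs were compared for the calls in the authors' deposited table. Of those calls, 187 had an inguinal partner, and 125 of the partners changed in the same direction in the table of the authors (66.8%, 95% Wilson interval 59.8% to 73.2%). These were 95 of 145 falling and 30 of 42 rising peaks. Called in both tissues by the authors' deposited table were 9 pairs, of which 9 had the same sign. They include 2 pairs at Eif4a2, in the stretch of chromosome 16 where all peaks rose in both tissues. Extra copies of that DNA carried by the Cre transgene may raise the reads there, so these 2 pairs need not reflect accessibility. At an unadjusted p under 0.05 in limma in brown fat, 1132 of 1827 paired peaks had the same sign. From these peaks and motifs, together with its histology, UCP1 protein and messenger RNA data, which were not analysed here, the paper proposes a dichotomous role for BAF60a in the thermogenic genes of brown and beige adipocytes.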

**Fig. 5:**
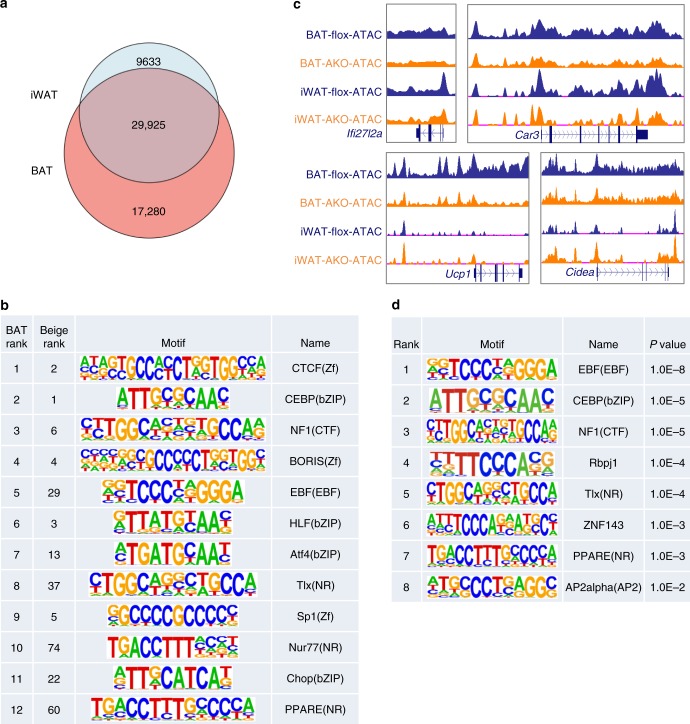
ATAC-seq analysis of iWAT from cold-acclimated mice. **a** Overlap of ATAC-seq peaks detected in BAT and cold-acclimated iWAT. **b** Top 12 motifs enriched in BAT ATAC-seq peaks and their ranks in beige fat. **c** UCSC genome browser traces of ATAC-seq peaks at the *Ifi27l2a*, *Car3*, *Ucp1*, and *Cidea* loci. **d** Motif-enrichment analysis of the peaks upregulated in AKO iWAT.

### BAF60a deficiency engages ACTH/MC2R signaling axis to induce browning

Secreted factors play an important role in driving beige fat formation in response to physiological and environmental stimuli. Adrenergic stimulation as a result of increased sympathetic outflow to adipose tissue provides a potent signal that promotes white fat browning. Further, a number of local and endocrine factors have been identified to mediate beige fat induction under different physiological conditions^3^. To explore whether BAF60a inactivation may activate a dormant signaling pathway to enhance browning, we focused our analysis on membrane receptors that exhibit abundant expression in iWAT. Analysis of our microarray dataset revealed that mRNA expression of *Mc2r*, *Oxtr*, and *Kiss1r*, G-protein coupled receptors responding to pituitary hormones, was markedly elevated in iWAT from cold-acclimated AKO mice compared to control (Fig. 6a). In contrast, mRNA levels of other pituitary hormone receptors, including *Avpr1a*, *Ghr*, *Tshr*, and *Prlr*, remained largely unaltered by BAF60a inactivation. Similarly, mRNA expression of *Adrb3* and *Chrna2*, which mediate the response to norepinephrine (NE) and acetylcholine^37^, respectively, was comparable in two groups. We next examined the effects of ligand activation of *Mc2r*, *Oxtr*, and *Kiss1r* on thermogenic genes in adipocytes differentiated from primary stromal vascular cells isolated from iWAT. As expected, both isoproterenol (Iso) and CL-316,243 strongly induced mRNA expression of *Ucp1* and PGC-1α (Fig. 6b). While KISS1 and OXT (oxytocin), physiological ligands for KISS1R and OXTR, respectively, had modest effects on *Ucp1* and PGC-1α expression, activation of MC2R by its ligand adrenocorticotropic hormone (ACTH) elicited a strong induction of *Ucp1* and PGC-1α. Cell fractionation studies indicated that *Mc2r* induction in iWAT occurred in BAF60a-deficient adipocytes, but not stromal vascular cells (Fig. 6c and Supplementary Fig. 4a). Further, this increase in *Mc2r* expression was observed in iWAT under thermoneutral condition and in BAT and eWAT from BAF60a AKO mice (Supplementary Fig. 5a, b). 

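Mc2r, which encodes the ACTH receptor, lies on the reverse strand of chromosome 18 of mm10 from 68406907 to 68429320. The part of the locus drawn in Fig. 6d holds 4 brown fat peaks and 2 inguinal peaks. The brown fat peak from 68427664 to 68428206 lies in intron 1, with its midpoint 1385 bp inside the gene by the principal GENCODE transcript, whereas the authors' deposited table gives it a distance of −95 bp from the nearest start site. It had 215 ± 18.5 normalized reads in flox and 178 ± 52.7 in AKO mice (SD, n = 3), a log2 fold change of −0.070 (standard error 0.292, adjusted p = 0.960 from limma). The largest brown fat peak, from 68444456 to 68446229, lies −16022 bp from the start of Mc2r and had 1131 ± 142 and 896 ± 147 normalized reads (SD, n = 3), a log2 fold change of −0.082. Both values changed sign when flox replicate 3 was left out, to 0.39 and 0.089. The remaining peaks, downstream of the gene, had log2 fold changes of −0.26 and −0.50. The first of them, from 68388075, also changed sign, to 0.31 without flox replicate 3, 0.25 without the PC1 covariate and 0.017 in the authors' deposited table.

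In iWAT, the peaks at the same places run from 68427732 to 68428135 and from 68445697 to 68446205. The first had 69.7 ± 23.5 normalized reads in flox and 63.1 ± 11.0 in AKO aliquots (SD, n = 3 aliquots), a log2 fold change of −0.091 (standard error 0.276, adjusted p = 0.906 from limma), and the second 126 ± 17.4 and 146 ± 3.61, a log2 fold change of 0.22. limma called 0 of these 6 peaks, of which 1 in brown fat and 0 in iWAT had an unadjusted p under 0.05. Of the further peaks that the brown fat table assigns to Mc2r, the one from 68468490 to 68468864, −39357 bp from the start, had the smallest p-value of the gene, with 46.1 ± 7.36 normalized reads in flox and 38.9 ± 5.73 in AKO mice (SD, n = 3) and a log2 fold change of −0.51 (standard error 0.183, adjusted p = 0.515 from limma). PPARγ binding at these sites was not analysed here.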

We noted the presence of two major ATAC-seq peaks at the proximal promoter and first intron of *Mc2r* that coincide with PPARγ binding sites (Fig. 6d). Accordingly, rosiglitazone significantly increased mRNA expression of *Mc2r* in differentiated beige adipocytes (Fig. 6e). We next examined whether altered local release of catecholamines and ACTH levels in circulation may account for enhanced browning in AKO mice. To our surprise, iWAT epinephrine and norepinephrine (NE) and plasma ACTH concentrations were similar in control and AKO mice (Fig. 6f).

**Fig. 6:**
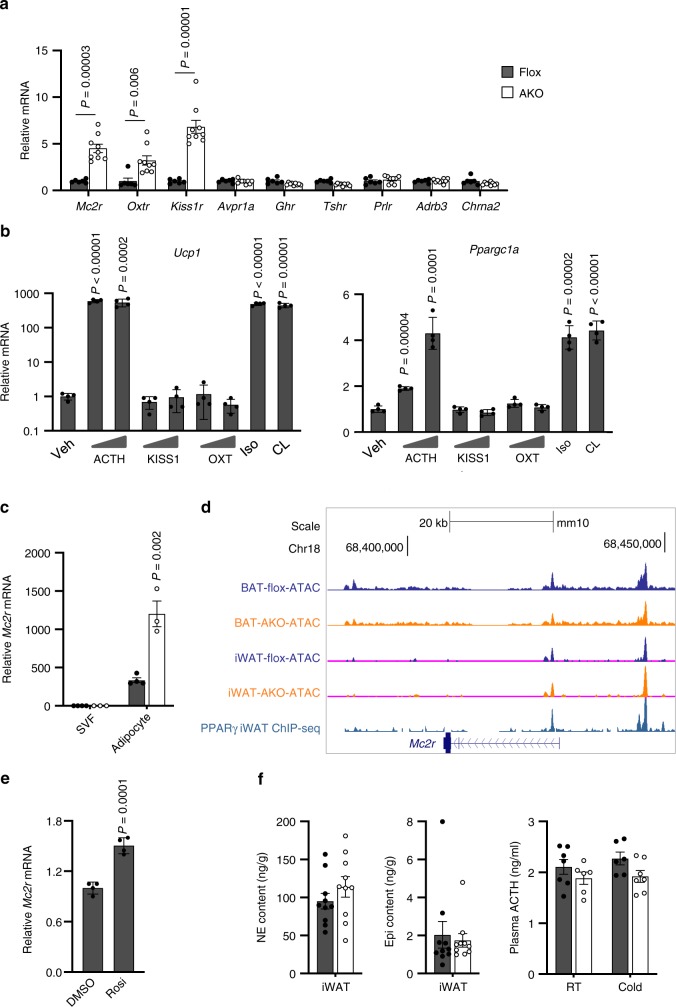
Lack of BAF60a increases the expression of MC2R. **a** qPCR analysis of iWAT gene expression in mice following cold acclimation (flox, *n* = 6, filled; AKO, *n* = 9, open). Data represent mean ± s.e.m.; two-tailed unpaired Student’s *t* test, flox vs. AKO. **b** qPCR analysis of gene expression in differentiated beige adipocytes after treatments (5 h) with Veh, ACTH, KISS1, or Oxytocin (OXT) at two doses (*n* = 4 per group). Two-tailed unpaired Student’s *t* test, treatments vs. Veh. **c** qPCR analysis of *Mc2r* expression in stromal vascular fraction (SVF) and mature adipocytes (Adipocyte) from iWAT of flox (*n* = 4, filled) and AKO (*n* = 3, open) mice. Data represent mean ± s.e.m. flox vs. AKO, two-tailed unpaired Student’s *t* test. **d** UCSC genome browser view of ATAC-seq peaks at the Mc2r locus. **e** qPCR analysis of *Mc2r* gene expression in beige adipocytes after 5 h treatments with DMSO or 1 μM rosiglitazone (Rosi) (*n* = 4 per group). Data represent mean ± s.d. Rosi vs. DMSO, two-tailed unpaired Student’s *t* test. **f** Norepinephrine (NE) and epinephrine (Epi) levels in iWAT after chronic cold acclimation (flox, *n* = 10, filled; AKO, *n* = 10, open). Plasma ACTH levels at ambient temperature (flox *n* = 7; AKO, *n* = 6) or following cold acclimation (flox *n* = 6; AKO *n* = 7). Data represent mean ± s.e.m. Source data are provided as a Source Data file.

ACTH stimulates cAMP signaling and PKA activation and has been shown to regulate thermogenic gene expression^38,39^. To directly assess whether increased MC2R expression may sensitize adipocyte response to ACTH, we performed treatments in differentiated beige adipocytes expressing GFP or MC2R with different concentrations of ACTH. As shown in Fig. 7a, MC2R overexpression markedly augments the induction of *Ucp1* and *Elovl3* mRNA expression in response to ACTH. Consistently, ACTH-induced PKA activation, as revealed by phosphorylation of PKA substrates, was more pronounced in adipocytes overexpressing MC2R (Fig. 7b). RNA interference knockdown of MC2R in beige adipocytes impaired activation of PKA signaling by ACTH, but not Iso (Fig. 7d). Induction of *Ucp1* and *Elovl3* mRNA expression in response to ACTH was diminished by knockdown of MC2R (Fig. 7c). These results illustrate that MC2R expression levels modulate hormonal responsiveness of beige adipocytes to ACTH. To further assess whether the induction of *Mc2r* expression sensitize ACTH response in vivo, we cultured adipose tissue explants from control and AKO mouse iWAT and stimulated them with ACTH or Iso. As expected, Iso stimulated phosphorylation of PKA substrates to comparable extent in control and AKO iWAT explants (Fig. 7e). In contrast, ACTH-induced PKA activation was notably stronger in AKO mouse iWAT compared to control, indicating that BAF60a deficiency sensitizes response of iWAT to ACTH stimulation. In support of this, we found that induction of iWAT *Ucp1* mRNA expression was significantly higher in AKO mice than control following ACTH treatment (Fig. 7f). Together, these studies demonstrate that BAF60a per se is not essential for cold-induced white fat browning; instead, its deficiency activates the ACTH-MC2R pituitary-adipose signaling axis to promote beige fat formation.

**Fig. 7:**
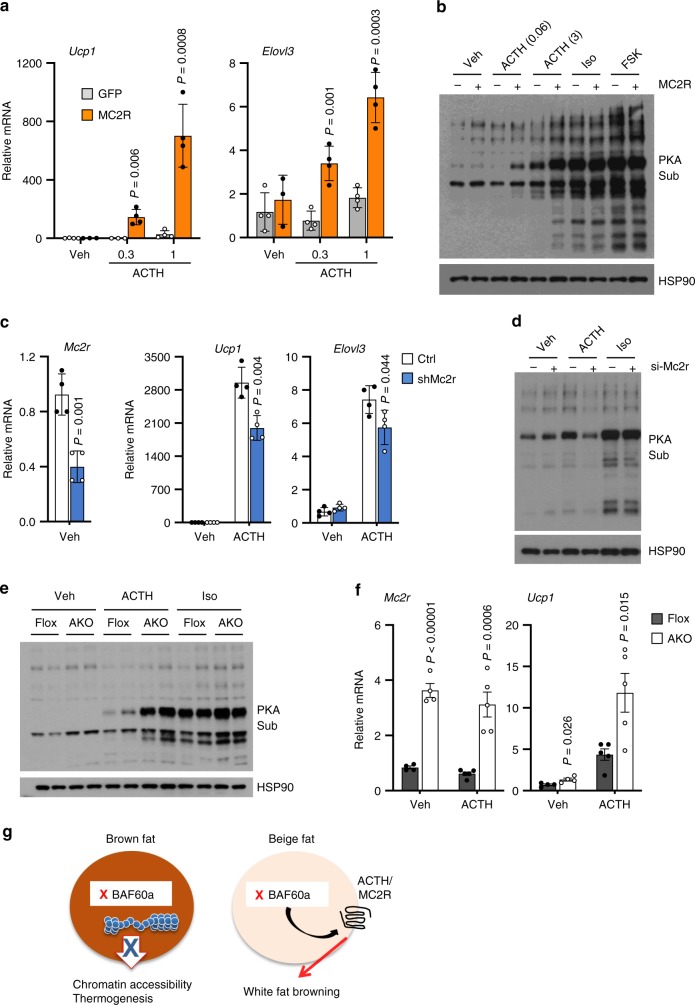
BAF60a deficiency triggers ACTH/MC2R signaling to promote browning. **a** qPCR analysis of gene expression in beige adipocytes transduced with adeno-associated viruses (AAVs) expressing GFP (gray) or MC2R (orange). Cells were treated with 0, 0.3, and 1 nM ACTH for 5 h (*n* = 4 per group). Data represent mean ± s.d. ACTH vs. Veh, two-tailed unpaired Student’s *t* test. **b** Immunoblots of beige adipocytes transduced with AAV-GFP (−) or AAV-MC2R (+) following treatments with ACTH (0.06 or 3 nM), isoproterenol (Iso, 20 nM), or forskolin (FSK, 5 μM) for 15 min (*n* = 2 per group). **c** qPCR analysis of gene expression in beige adipocytes transduced with scramble (Ctrl, open) or shMc2r (blue) AAV vector. Differentiated adipocytes were treated with Veh or 10 nM ACTH for 5 h (*n* = 4 per group). Data represent mean ± s.d. shMc2r vs. Ctrl, two-tailed unpaired Student’s *t* test. **d** Immunoblots of transduced beige adipocytes treated with Veh, 3 nM ACTH or 20 nM Iso for 15 min (*n* = 2 per group). **e** Immunoblots of iWAT explant culture treated with Veh, 10 nM ACTH, or 30 nM Iso for 10 min. **f** qPCR analysis of iWAT gene expression from mice treated with Veh (flox, *n* = 4; AKO, *n* = 4) or ACTH (flox, *n* = 5; AKO, *n* = 5). Data represent mean ± s.e.m. flox (open) vs. AKO (filled); two-tailed unpaired Student’s *t* test. **g** A model depicting differential requirements for BAF60a in thermogenic gene expression in brown and beige fat. Source data are provided as a Source Data file.

## Discussion

The brown and beige thermogenic programs are regulated by an overlapping set of transcription factors and cofactors. In this study, we uncover a surprisingly dichotomous role of BAF60a-mediated chromatin remodeling in thermogenic regulation (Fig. 7g). BAF60a is absolutely required for stimulation of brown fat thermogenesis in response to cold exposure and adrenergic activation; its deficiency impaired cold-induced thermogenesis and rendered mice hypersensitive to cold stress. At the molecular level, BAF60a physically associates with both cBAF- and BRD9-containing ncBAF complexes; the latter is required for thermogenic gene expression during brown adipogenesis and in response to adrenergic stimulation. BAF60a inactivation results in restricted chromatin accessibility near thermogenic genes such as *Ucp1* in brown adipose tissue. Many of the ATAC-seq peaks regulated by BAF60a coincide with PPARγ and EBF2 binding sites, suggesting that these two transcription factors may direct BAF60a-mediated chromatin remodeling. PPARγ and EBF2 have been shown to recruit SWI/SNF complexes through interaction with the histone demethylase JMJD1A and the ATPase BRG1, respectively^21,22^. Our results reveal a critical role of BAF60a in gating chromatin accessibility at these regulatory regions.

A surprising observation here is that BAF60a is essentially dispensable for induction of beige fat formation; its deficiency instead augmented white fat browning following chronic cold acclimation. ATAC-seq studies indicate that BAF60a deficiency differentially affected chromatin accessibility in brown and beige fat. These results illustrate that, despite the similarity between the brown and beige thermogenic gene programs, BAF60a are differentially required for transcriptional activation of these genes. These findings are in contrast to other thermogenic regulators such as PRDM16 and EBF2, which are required for thermogenic gene activation in both brown and beige adipocytes^40–43^. Given that BAF60a is largely dispensable for cold-induced browning of white fat, it is possible that BAF60b and/or BAF60c may compensate for the loss of BAF60a in beige adipocytes. Similar redundancy has been observed in a recent study on skeletal myocyte gene regulation by BAF60 family members^44^. Defects in brown fat thermogenesis have been shown to trigger compensatory browning response^45^. Our work here reveals a mechanism mediated by activation of the ACTH/MC2R pituitary-adipose endocrine pathway to promote iWAT browning. In this case, elevated MC2R expression sensitizes BAF60a-deficient adipocytes to PKA activation and thermogenic gene expression in response to ACTH. Recent studies have implicated ACTH and MRAP in thermogenic gene induction^38,46^. Our work illustrates that, in addition to the regulation of ACTH levels, the expression of MC2R modulates the sensitivity of adipocyte response to ACTH.

## Methods

### Animal studies

All relevant ethical regulations for animal testing and research have been complied. All animal procedures were approved by the University of Michigan Institutional Animal Care and Use Committee. The protocol number is PRO00007676. Wild-type C57BL/6J mice (JAX stock #000664) were purchased from the Jackson Laboratory. BAF60a flox/flox mice were generated as previously described^25^. To inactivate BAF60a in adipocytes, BAF60a flox/flox mice were crossed with Adiponectin-Cre transgenic mice. Mice were fed ad lib with standard rodent chow and maintained under 12/12 h light/dark cycles. For cold exposure, 4-month-old mice were individually housed in cages pre-chilled at 4 °C. Mice had free access to food and water throughout the experiment. A rectal thermometer was used to measure core body temperature. For cold acclimation, mice at 6–8 months of age were kept in a temperature-controlled chamber. Temperature in the chamber was lowered 3 °C per day until it reached 10 °C. Mice were then maintained at 10 °C for 7 more days before analysis. For ACTH treatment, ACTH (Phoenix Pharma) was prepared in phosphate-buffered saline (PBS) and injected along inguinal locations at a dose of 5.6 μg/kg body weight per side.

### Primary cell culture and differentiation

Primary brown preadipocytes from BAF60a flox/flox pups were isolated and immortalized as previously described^47^. Interscapular brown adipose tissues were removed from postnatal day 1 pups. After mincing, the tissues were incubated for 20 min in Isolation buffer containing 1.5 mg/ml collagenase A (Roche) (123 mM NaCl, 5 mM KCl, 1.3 mM CaCl_2_, 5 mM glucose, 100 mM HEPES, and 4% bovine serum albumin (BSA)) at 37 °C with constant rocking. The dissociated precursor cells were filtered through 70 μm strainer, followed by centrifugation. The cell pellets were resuspended in primary cell culture medium containing 20% fetal bovine serum/Dulbecco’s modified Eagle’s medium (FBS/DMEM) and incubated at 37 °C until reaching about 5% confluency. To immortalize the cells, retroviruses expressing SV40 large T antigen were used transduce the cells in the presence of 4 μg/ml polybrene. Two days later, the cells were selected in primary cell culture medium containing 0.45 mg/ml G418 until all the cells in control wells (cells without retroviral transduction) were dead. The subsequent immortalized brown preadipocytes were maintained in 10% FBS/DMEM. To delete BAF60a, preadipocytes were transduced with control or a retroviral vector expressing Cre recombinase. The resulting stable cell lines were maintained in DMEM supplemented with 10% FBS. To induce differentiation, confluent cultures were exposed to induction medium containing 10% FBS/DMEM supplemented with 0.5 µM IBMX, 125 µM indomethacin, 1 µM dexamethasone, 1 nM T3, and 20 nM insulin. After 48 h, the induction medium was replaced with maintenance medium (10% FBS/DMEM supplemented with 1 nM T3 and 20 nM insulin). Fresh maintenance medium was added every 2 days until day 7, when the cells were treated for 5 h with vehicle or 1 µM NE before harvest for RNA analyses. MitoTracker Orange (Thermo Fisher) staining was performed following the manufacturer’s instruction. To study the function of BRD9 in brown adipocyte differentiation, BRD9 inhibitor dBRD9 (Tocris) was included in the culture medium (250 nM) throughout differentiation. Fresh inhibitor or dimethyl sulfoxide (DMSO) was added every 2 days. For NE stimulation, differentiated adipocytes were incubated with DMSO, I-BRD9 (Cayman), or dBRD9 for 6 h before the addition of saline or 1 μM NE for another 4 h (RNA) or 6 h (protein).

Primary cell isolation from inguinal fat and differentiation were performed, as described previously^48^. Inguinal adipose tissues were removed and pooled from five to seven mice. After extensive mincing, the tissues were incubated in 37 °C shaking water bath in the presence of 1.5 U/ml collagenase D and 2.4 U/ml dispase II (Roche) prepared in Hanks’ balanced salt solution (HBSS) containing 10 mM CaCl_2_. The collagenase digestion was stopped by the addition of 10% FBS in DMEM/F12 GlutaMAX, followed by 100 μm filtration to remove undigested debris. After centrifugation, cell pellets were resuspended and further clarified by filtering again through 40 μm cell strainers. Isolated cells were maintained in DMEM/F12 GlutaMAX supplemented with 15% FBS. To induce differentiation, confluent cells were incubated in the induction medium (DMEM/F12 GlutaMAX containing 10% FBS, 0.5 μg/ml insulin, 2 μM dexamethasone, 1 μM rosiglitazone, and 0.5 µM IBMX). Two or three days later, the medium was replaced with a maintenance medium (DMEM/F12 GlutaMAX supplemented with 10% FBS and 0.5 µg/ml insulin) for a total of 7–8 days when adipocytes were fully differentiated. The cells were harvested for RNA analysis following the 5 h treatment of saline and various hormones at increasing doses, ACTH (5 and 50 nM), KISS1 (112–121, 15, and 150 nM), and OXT (20 and 200 nM) (Phoenix Pharma), 1 μM Iso, and 1 μM CL-316,243. To overexpress or knockdown *Mc2r*, cells were exposed overnight to adeno-associated viruses (AAVs) expressing GFP or MC2R at 3.5 × 10^10^ vg/well of 12-well plate, and scramble or shMc2r at 2 × 10^11^ vg/well of 12-well plate together with 6 µg/ml polybrene. At 4–6 days after AAV infection, differentiated cells were treated with saline, ACTH, Iso, or forskolin (FSK) for 5 h before harvesting for RNA. For Western blot analyses, differentiated cells were starved in DMEM/F12 GlutaMAX containing BSA, followed by 15-min treatments of saline, ACTH, Iso, and FSK.

### Co-immunoprecipitation

Nuclear extracts were prepared from differentiated brown adipocytes. After incubating in a hypotonic buffer (10 mM Tris (pH 7.5), 10 mM KCl, 1.5 mM MgCl_2_), the nuclei were released from the cells by passing through 21-gauge needle 6–8 times, followed by centrifugation. The pellets were then resuspended in high salt buffer containing 20 mM Tris, pH 7.5, 0.42 M NaCl, 1.5 mM MgCl_2_, 20% glycerol, 0.2 mM EDTA, and the protease inhibitors. Nuclear proteins were subsequently extracted by end-to-end rocking at 4 °C for 45 min before centrifugation at 16,000 × *g* for 20 min. After measuring protein concentration using the Bradford method, 240 μg of nuclear extracts was incubated overnight with 2 μg of control immunoglobulin G (IgG) or mouse anti-BAF60a antibody before the addition of 20 μl Protein G agarose (Thermo Fisher) to capture antibody-bound protein complexes. After three washes, the immunoprecipitated proteins were eluted by boiling the beads in 1× sodium dodecyl sulfate (SDS) sample buffer.

### Histology and immunohistochemistry

Adipose tissues were dissected and directly fixed overnight in 10% formalin before paraffin embedding and H&E (hematoxylin and eosin) staining. Immunohistochemical analysis of Ucp1 protein was performed as described before^49^. Briefly, unstained tissue sections were heated at 60 °C for 30 min before rehydration. After antigen retrieval by boiling the slides in 10 mM sodium citrate-citric acid solution (pH = 6.2) for 20 min, the tissue sections were incubated overnight at 4 °C with anti-Ucp1 antibody (UCP11-A, Alpha Diagnostic) prepared in blocking reagent (5% BSA, 0.5% Tween-20, 0.05% NaN_3_ in PBS). The slides were then incubated with ImmPRESS (peroxidase) polymer anti-rabbit IgG reagent, followed by exposure to 3,3-diaminobenzidine (Vector Lab). The slides were subsequently dehydrated for mounting (Permount, Thermo Fisher). Images were captured on Olympus BX51 microscope.

### qPCR and immunoblotting analyses

qPCR analysis of gene expression and immunoblotting was performed as previously described^49,50^. Total RNA was isolated from tissues and cultured adipocytes using PureLink RNA Isolation Kit (Thermo Fisher). qPCR primer information can be found in Supplementary Table 1. Total cell lysates were prepared in a buffer containing 50 mM Tris-HCl (pH = 7.8), 137 mM NaCl, 10 mM NaF, 1 mM EDTA, 1% Triton X-100, 10% glycerol, and the protease inhibitor cocktail (Roche), followed by three freeze/thaw cycles. Tissue lysates were prepared by homogenizing in a buffer containing 50 mM Tris (pH = 7.6), 130 mM NaCl, 5 mM NaF, 25 mM β-glycerophosphoate, 1 mM sodium orthovanadate, 10% glycerol, 1% Triton X-100, 1 mM dithiothreitol, 1 mM phenylmethanesulfonyl fluoride (PMSF), and the protease inhibitor cocktail. After centrifugation, tissue lysates were separated on SDS-polyacrylamide gel (SDS-PAGE) and analyzed by the antibodies below. Primary antibodies used were as follows: mouse anti-Baf60a (611728, BD Biosciences), rabbit anti-Baf60a (10998-2-AP, Proteintech), rabbit anti-UCP1 (UCP11-A, Alpha Diagnostic), rabbit anti-HSP90 (sc-7947, Santa Cruz), mouse anti-HSP90 (sc-13119, Santa Cruz), rabbit anti-phospho-PKA substrate (#9624, Cell Signaling), rabbit anti-BRD9 (#619368, Active Motif), rabbit anti-BRG1 (H-88, Santa Cruz), and rabbit anti-BAF47 (A301-087A, Bethyl). Detailed information can be found in Supplementary Table 2.

### Transmission electron microscopy

Brown adipose tissues were quickly removed and placed in a Petri dish containing a fixative buffer (2.5% glutaraldehyde, 0.1 M phosphate buffer, pH 7.4). The tissues were sliced into small pieces and fixed for 24 h. Transmission electron microscopy (TEM) images were acquired using Philips CM‐100 TEM at the University of Michigan Microscopy and Image Analysis Laboratory.

### ChIP assay

ChIP analyses on brown adipose tissues were performed as previously described^21^. Briefly, brown fat tissue was minced and fixed in 1% formaldehyde for 15 min at room temperature, followed by quenching with 125 mM glycine for 5 min. The cross-linked tissue samples were further grounded using PowerGen 125 Homogenizer (Fisher Scientific). The pellets from crude lysates were resuspended in ChIP lysis buffer (0.6% SDS, 1% Triton X-100, 0.15 M NaCl, 1 mM EDTA, 20 mM Tris at pH 8, protease inhibitors and 1 mM PMSF), followed by sonication using probe sonicate in aluminum cooling block (Virtis Virsonic 100 Ultrasonic Cell Disrupter) for six times (10 s on, 30 s off) at set 6. After clearing by centrifugation, the chromatin lysates were diluted with ChIP dilution buffer (1% Triton X-100, 0.15 M NaCl, 1 mM EDTA, 20 mM Tris at pH 8) to a final concentration of 0.1% SDS and incubated overnight with antibodies at 4 °C with rotation. One microgram of antibodies against PPARγ (sc-7196x, Santa Cruz) or control IgG was used for each binding assay. To recover the antibody-bound chromatin, Protein A agarose beads (Thermo Fisher Scientific, #20334) were added and incubated for 2 h at 4 °C. After washing with a series of wash buffers (A—0.1% SDS, 0.1% NaDOC, 1% Triton X-100, 0.15 M NaCl, 1 mM EDTA, 20 mM Tris at pH 8; B—0.1% SDS, 0.1% NaDOC, 1% Triton X-100, 0.5 M NaCl, 1 mM EDTA, 20 mM Tris at pH 8; C—0.25 M LiCl, 0.5% NaDOC, 0.5% NP-40, 1 mM EDTA, 20 mM Tris at pH 8; and D—1 mM EDTA, 20 mM Tris at pH 8), bound chromatin DNA was eluted in 1 mM EDTA/1% SDS buffer. Samples were reverse cross-linked overnight at 65 °C, followed by the treatment of RNase A and proteinase K. The DNA was further purified using PCR Purification Kit (Thermo Fisher). Quantitative real-time PCR using SYBR Green (Thermo Fisher) was performed using the primers located on Ucp1 promoters and *18s* gene. ChIP enrichment was normalized to input and IgG control.

### Infrared imaging analysis

Infrared thermography was performed as previously described^51^. Briefly, mice were injected i.p. saline or 0.1 mg/kg body weight of CL-316,243 (Sigma-Aldrich) dissolved in saline. Three hours later, an infrared camera (T650sc, emissivity of 0.98, FLiR Systems) was used to capture the thermal pictures at a distance of ~30 cm above the cage. Multiple images were taken while mice could move freely. To analyze the thermal images, a region of interest (ROI) for each mouse was drawn for whole body (whole body) or the area above interscapular brown fat. The image files were then converted to CSV file using the FliR Research IR program. Mean body surface temperature was calculated from top 10% pixels for each ROI.

### Cellular respiration assay

Oxygen consumption rate was measured in fully differentiated brown adipocytes using Oxygen Meter (Strathkelvin Instruments) with a Mitocell (MT200) mixing chamber. Cells suspended in 400 μl maintenance medium (10% FBS/DMEM supplemented with 1 nM T3 and 20 nM insulin) were loaded into the mixing chamber. The change of oxygen concentration was recorded for 5 min, followed by injections of FCCP (carbonilcyanide *p*-triflouromethoxyphenylhydrazone, final 3 μM, Cayman) to the chamber. Oxygen consumption rate was calculated using software (782 Oxygen System version 4.0) and its sample was normalized to its protein content.

### Ex vivo culture and lipolysis assay

After removing lymph nodes, inguinal adipose tissues collected from several mice were pooled and kept in 100 mm dishes containing 20 ml warm DMEM. Tissues were cut into small pieces (2–3 mm) using the scissors, followed by three PBS washes. Tissue pieces were then evenly distributed into 6-well tissue culture plates and maintained in 2 ml Medium 199 containing 1 nM insulin/T3. Three hours later, 10 nM ACTH (Phoenix Pharma), 30 nM Iso, or PBS were added and incubated for 15 min before harvest for protein analysis. For lipolysis assay, epididymal fat explants were obtained similarly as above. After 1 h incubation at 37 °C in HBSS containing 2% BSA, the tissues were stimulated with saline or 100 nM Iso for 3 h. NEFA concentrations in media were measured at different time points (Wako).

### Adipose ATAC-seq

Brown adipose tissues were dissected from three mice for each genotype and snap-frozen individually in liquid nitrogen. For iWAT ATAC analyses, inguinal fat pads from cold-acclimated mice (*n* = 6 for each genotype) were harvested and pooled by genotype. The pooled inguinal adipose tissue was further minced and equally aliquoted prior to snap freezing.

Nuclei from brown and inguinal adipose tissue were isolated as previously described^52^. Five thousand nuclei were used in each transposase reaction (Ilumina), followed by barcoding and amplification of sequencing libraries^30^. DNA sequencing was performed on Illumina NextSeq-500 instrument with 38-bp paired-end reads for brown fat. HiSeq 4000 instrument with 150-bp paired-end reads was used for DNA sequencing in inguinal fat. The reads were trimmed to 38-bp paired-end reads by fastx_trimmer (http://hannonlab.cshl.edu/fastx_toolkit) for further processing. The raw and processed data were deposited to GEO (GSE128747). PPARγ and EBF2 ChIP-seq of brown fat bigwig files were downloaded from GEO database (GSE97116); PPARγ inguinal ChIP-seq bigwig file was downloaded from GEO sample GSM2433426. CrossMap (version 0.2.8) was used for liftover from mm9 to mm10. ChIP-seq peaks were called at false discovery rate (FDR) <0.05. The common peaks identified in ChIP-seq and ATAC-seq, and the common peaks of two adipose tissues in ATAC-seq were analyzed by Bedtools.

The pipeline of ATAC-seq data processing was adapted from a previous study^53^. Briefly, adapters were trimmed from paired-end reads using atactk (0.1.5), followed by mapping to the mm10 genome (bwa (0.7.17-r1188)). After marking duplicates with Picard Markduplicate (v.2.8.14; https://github.com/broadinstitute/picard), we filtered to autosomal and high-quality reads using samtools (v.1.7; samtools view -b -h -f 3 -F 4 -F 256 -F 1024 -F 2048 -q 30). For peak calling, macs2 (2.1.1.20160309) was used (--nomodel --shift -100 --extsize 200 -B --broad). Prior to downstream analysis, the peaks were filtered against an mm10 blacklist (downloaded from http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm10-mouse/mm10.blacklist.bed.gz). The treat_pileup.bedgraph files (generated by macs2) from each individual samples were normalized to its own library size. We took the average of treat_pileup.bedgraph files across samples within a biological condition to visualize ATAC-seq coverage in the UCSC genome browser. The final track files were displayed in the bigwig format, which was converted from normalized and averaged treat_pileup.bedgraph file by bedGraphToBigWig (v.4). Ataqv (v. 1.0.0; https://github.com/ParkerLab/ataqv) was used to perform the ATAC-seq data quality control analysis.

For downstream analysis in brown and inguinal adipose tissue, we took the union of all blacklist-filtered broad peaks and kept those overlapping with peak calls (FDR < 0.1) from at least two of three biological (brown) and technical (inguinal) replicates in either of the genotypes using bedtools’ multiIntersectBed (v.2.27.1). Bedtools’ coverageBed was used to count the reads in each peak for each sample. The motif-enrichment analysis was performed by HOMER (HOMER, findMotifs.pl) with different peak inputs.

The R package DESeq2 (v.1.20.0) was used to perform the differential peak analysis. The principle component 1 score of each sample was included as a covariate for brown adipose tissues. Differential peaks were determined with FDR < 0.1. The peaks with extremely low counts were excluded for further analysis (FDR = NA). To link the peak coordinates with their closest genes, peaks were annotated to genes within the (+1 kb, −100 bp) around the transcription start site by HOMER annotatePeaks.pl^54^. For transcription factor footprinting analysis, PPARγ and CTCF binding motifs were obtained from the MEME database. CENTIPEDE was used to call footprints as previously described^55^. The final footprint signal (cut point counts) were normalized to library size and averaged in each group.

### Statistical analysis

Experiments of similar conditions were independently performed two or more times. Data were analyzed using Prism8 (GraphPad Software Inc.). Two-tailed unpaired Student’s *t* test and two-way ANOVA (analysis of variance) were used for statistical analysis as indicated in the figure legends. Statistical significance between groups was called when *P* value is smaller than 0.05. Motif enrichment was statistically analyzed using cumulative binomial distribution (HOMER, findMotifs.pl).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support the findings of this study are available from the corresponding authors upon reasonable request. ATAC-seq and microarray data have been deposited in GEO database (GSE128747 and GSE145498, respectively). The source data underlying Figs. 1a, b, d, e, h, 2d, 3a–c, e–j, 4b, c, e, g, 6a–c, e, f, and 7a–f and Supplementary Figs. 1, 2, 3a, 4, and 5 are provided as a Source Data file. PPARγ and EBF2 ChIP-seq of brown fat bigwig files were downloaded from GEO database (GSE97116); PPARγ inguinal ChIP-seq bigwig file was downloaded from GEO sample GSM2433426.

## Source data

Source Data

# Supplementary material for: BAF60a deficiency uncouples chromatin accessibility and cold sensitivity from white fat browning
**Source:** Nat Commun. 2020 May 13;11:2379. doi: 10.1038/s41467-020-16148-1
**Supplement:** Supplementary file 1 — Supplementary Information

## ***Supplementary Information***

**BAF60a deficiency uncouples chromatin accessibility and cold sensitivity from white fat browning**

**Liu et al.**

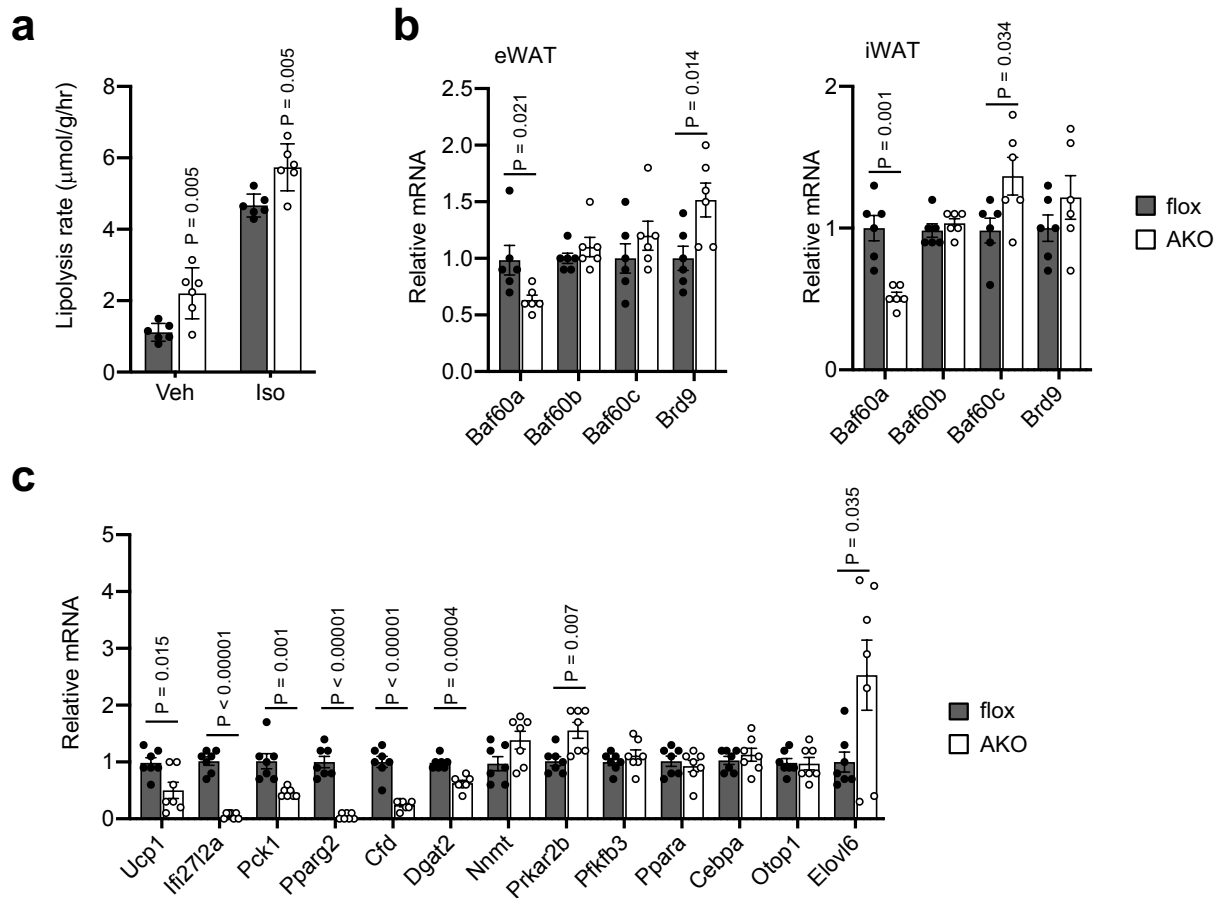

**Supplementary Fig. 1. a** Rate of lipolysis in ex vivo eWAT culture under basal (Veh) and stimulated (ISO) conditions (flox,  $n = 6$ ; AKO,  $n = 6$ ). Data represent mean  $\pm$  sd. flox vs. AKO; two-tailed unpaired Student's  $t$  test. **b** qPCR analysis of gene expression in flox ( $n = 6$ , filled) and AKO ( $n = 6$ , open) mice kept at ambient room temperature. **c** qPCR analysis of BAT gene expression in flox ( $n = 7$ , filled) and AKO ( $n = 7$ , open) mice kept at ambient room temperature. Data in **b**, **c** represent mean  $\pm$  sem; flox vs. AKO, two-tailed unpaired Student's  $t$  test. Source data are provided as a Source Data file.

**a**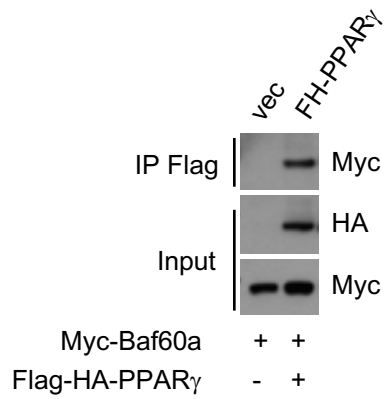**b**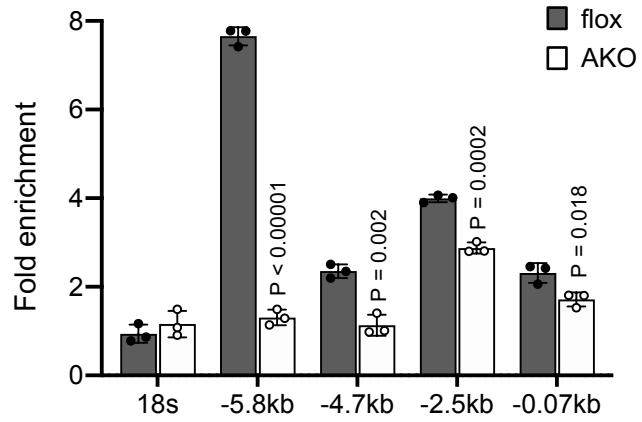

**Supplementary Fig. 2: Impaired PPAR $\gamma$  binding to Ucp1 locus in BAF60a deficient BAT. a**

Coimmunoprecipitation of BAF60a and PPAR $\gamma$  in transiently transfected HEK293 cells

(representative of three experiments). **b** ChIP-qPCR analysis of PPAR $\gamma$  binding on Ucp1

promoter regions in BAT from flox (n = 3, filled) and AKO (n = 3, open) mice. The locations of

ChIP-qPCR primers are indicated by arrowheads in Fig. 2b. Data represent mean  $\pm$  sd; flox vs.

AKO, two-tailed unpaired Student's t test. Source data are provided as a Source Data file.

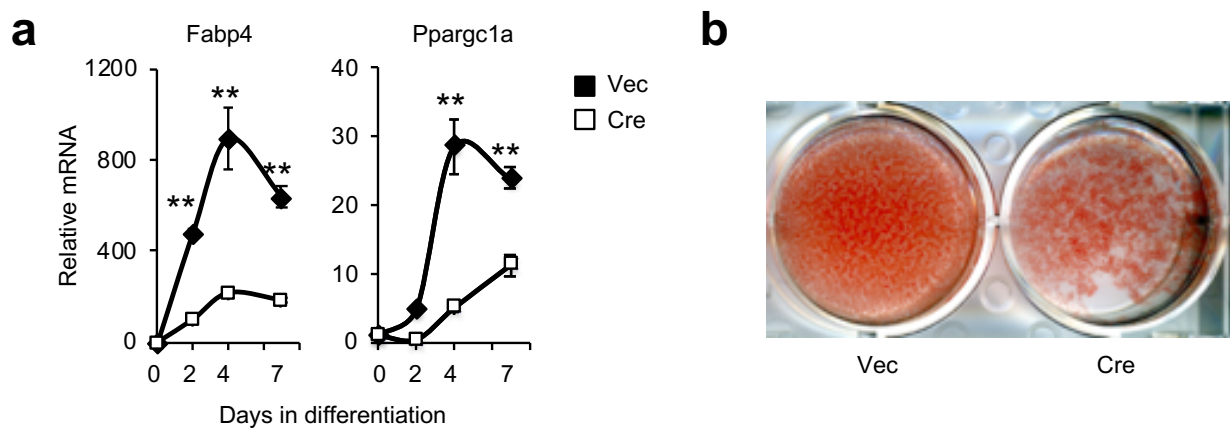

**Supplementary Fig. 3: BAF60a is required for Brown adipocyte differentiation.** BAT preadipocytes from BAF60a flox were transduced with vector (Vec) or a retroviral vector expressing Cre recombinase (Cre). **a** qPCR analyses of gene expression during adipogenesis (n = 3 per group). Data represent mean  $\pm$  sd. \*\*p < 0.01, Vec vs. Cre; two-tailed unpaired Student's t-test. **b** Oil Red-O staining of differentiated brown adipocytes (n = 3 per group). Source data are provided as a Source Data file.

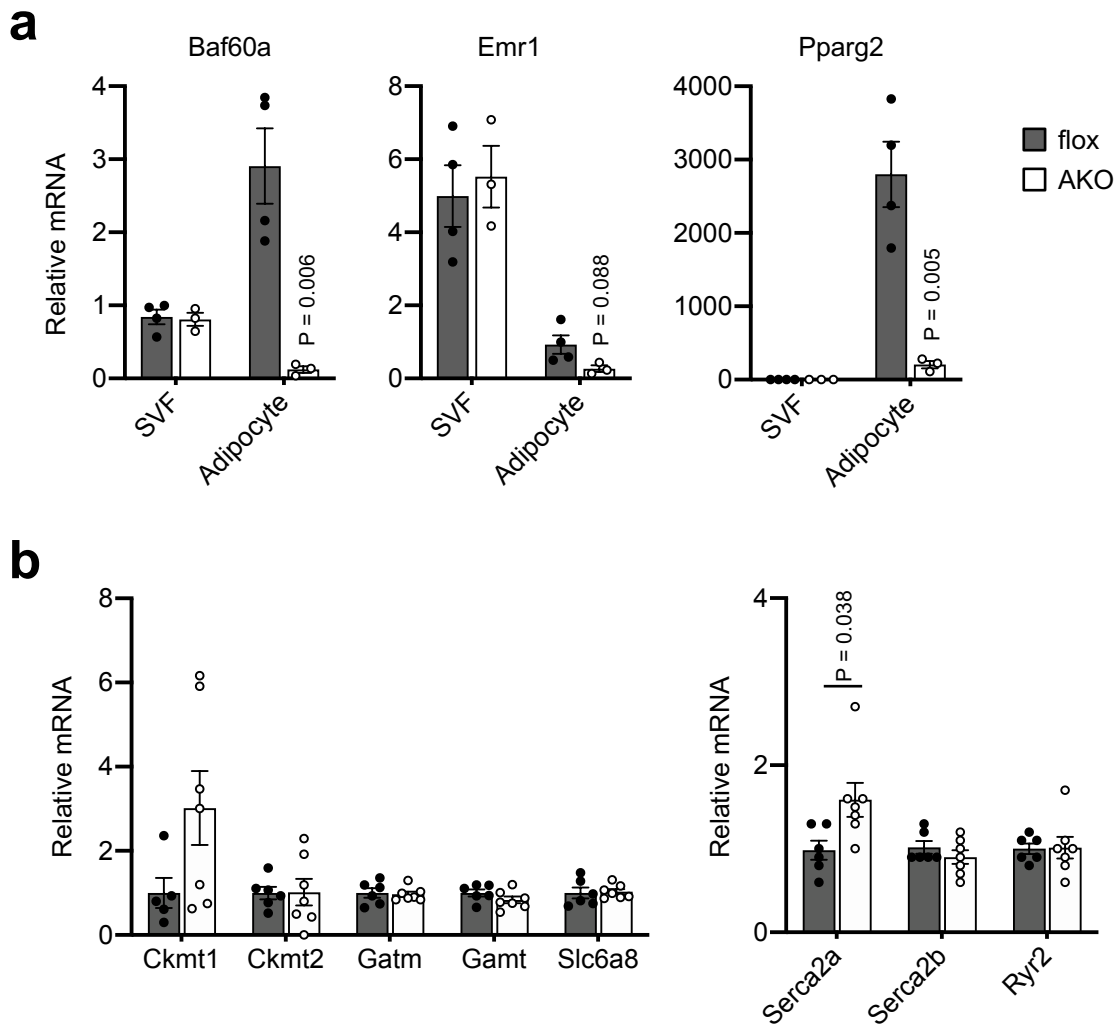

**Supplementary Fig. 4. a** qPCR analyses of gene expression in stromal vascular fraction (SVF) and mature adipocytes (Adipocyte) from iWAT of flox (n = 4, filled) and AKO (n = 3, open) mice. Note BAF60a was efficiently deleted in mature adipocytes but not SVF cells. **b** qPCR gene expression analyses for creatine metabolism (left) and calcium cycling (right) from iWAT of flox (n = 6, filled) and AKO (n = 7, open) mice after cold acclimation. Data represent mean  $\pm$  sem. flox vs. AKO; two-tailed unpaired Student's t test. Source data are provided as a Source Data file.

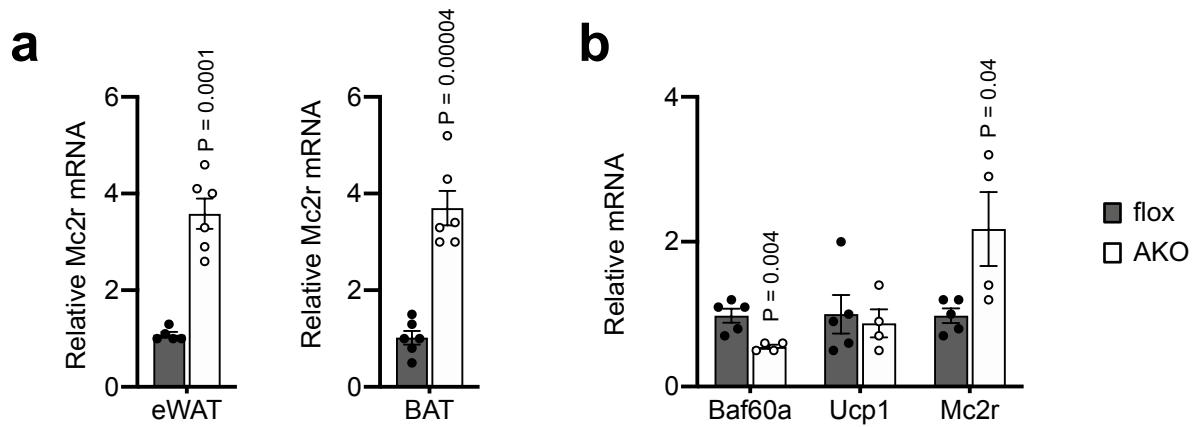

**Supplementary Fig. 5: Expression of Mc2r is upregulated in BAF60a deficient adipose tissues.** **a** qPCR analyses of Mc2r gene expression in eWAT (left) and BAT (right) of flox (n = 6, filled) and AKO (n = 6, open) mice. **b** iWAT qPCR gene expression in flox (n = 5, filled) and AKO (n = 4, open) mice after housing at 29°C for 13 days. Data represent mean  $\pm$  sem. flox vs. AKO; two-tailed unpaired Student's t test. Source data are provided as a Source Data file.

Supplementary Table 1: list of qPCR primers and shRNAi oligos

| Gene name      | Forward primer           | Reverse Primer          |
|----------------|--------------------------|-------------------------|
| 36B4           | GAAACTGCTGCCTCACATCCG    | GCTGGCACAGTGACCTCACACG  |
| beta actin     | CTCAGGGCATCGGAACCGCT     | GGGAAATCGTGCGTGACATC    |
| Baf60a         | GGCGGTCCAAAATCGAAATC     | ACCAGTTCCCGAATCCTTTG    |
| Baf60b         | GAAGCTGGACCAGACCATCG     | CGCAGTTCCCGCATTATCTC    |
| Baf60c         | ACTATCAGCCTCCCCAGTTCAA   | TGGGAGTCCTGTAGCCTGTTG   |
| Brd9           | TTGGAGATGGAAGTCTGCTCT    | GCAACTTGCTAGACAGTGAAC   |
| Mc2r           | AGAACCAACATGAAGGGTGC     | GGGTTATTTGGGCAGAAGGT    |
| UCP1           | GGCATTTCAGAGGCAAATCAGCT  | CAATGAACACTGCCACACCTC   |
| Cidea          | GCAGCCTGCAGGAACCTTATCAGC | GATCATGAAATGCGTGTTGTCC  |
| aP2            | TGCCTTTGTGGGAACCTG       | GCTTGTCAACATCTCGTTTTTC  |
| Elovl3         | TGGACCTGATGCAACCCTAT     | CCAACAACGATGAGCAACAG    |
| Dio2           | GATGCTCCCAATTCCAGTGT     | TGAACCAAAGTTGACCACCA    |
| Zbtb7b         | CTCACCCATCCCTTGACCTA     | CCAGCTCCTCTGGTGATAGC    |
| Blnc1          | CAAGGAAGTCATGAGCCCAATG   | TAAAGGCTTCAACGGTGGCTG   |
| PGC-1 $\alpha$ | AGCCGTGACCACTGACAACGAG   | GCTGCATGGTTCTGAGTGCTAAG |
| Ebf2           | GGAACCGGAACGAGACCCCT     | TCCCTTGGGTTTCCCGCTGT    |
| Prdm16         | CGGAAGAGCGTGAGTACAAATG   | TCCGTGAACACCTTGACACAGT  |
| Pparg1         | GTGAGACCAACAGCCTGAC      | TATCAGTGGTTCACCGCTTC    |
| Pparg2         | ATGGGTGAAACTCTGGGAGA     | ATGGCATCTCTGTGTCAACC    |
| Ppara          | GCAGTGCCCTGAACATCGA      | CGCCGAAAGAAGCCCTTAC     |
| Oxtr           | CACGGGTCAAGTAGTGCAAG     | CACGATGAAGGCCAGAACAA    |
| Avpr1a         | CCTTTGTGATTGTAAGCGCC     | GATCGTGGTGAAGGGTTTT     |
| Ghr            | GGTCTTCTTAACCTTGGCACT    | CTTTGCCAAGAGTAGCTGGT    |
| Tshr           | GGCTGGAACCACATTCTTTC     | TGTCAAGGCATCAGGGTCTA    |
| Prlr           | ACGAAATGGGAAGCAGTACC     | AAAGTCAGGTTCCGAGGAGG    |
| Kiss1r         | TGGTCGGAAACTCATTGGTC     | GCAGCACAGTAGGAAAGTGA    |
| Adrb3          | GCTCAACAGGTTTGATGGC      | AAGCTTCCTTGCTGGATCTTC   |
| Chrna2         | GCCACCGGAACCTATAACAGC    | CCGGCGGATAACGAAGTAGTA   |
| Cpt1b          | ACAGACTTGCTACAGCACCTC    | CGTCGAGGATTCTCTGGAAC    |
| Acaa1b         | ATGCTTCCATGCTGAGATTGT    | TCCATCCTTGAAGGCAGGCTT   |
| Acaa2          | GATCTCAAGCTGGAAGATAC     | ACCTCTGCTGAGACTGCAAG    |
| Mcad           | GCTGGAGACATTGCCAATCA     | GGCGTCCCTCATCAGCTTCT    |
| Acadl          | TGCACACATACAGACGGTGCAG   | TCAGATGCCAGTATTTTGCC    |
| Cox7a1         | GTCTCCCAGGCTCTGGTCCG     | CTGTACAGGACGTTGTCCATTC  |
| Cox8b          | TGGTCCCAAAGCCCATGT       | ATCCTGCTGGAACCATGAAGC   |
| HK2            | CCGCCGTGGTGGACAAGATA     | AGCAGTGATGAGAGCCGCTC    |

|       |                       |                             |
|-------|-----------------------|-----------------------------|
| Eno1  | TGCGTCCACTGGCATCTAC   | CAGAGCAGGCGCAATAGTTTTA      |
| Pfklp | CGCCTATCCGAAGTACCTGGA | CCCCGTGTAGATTCCCATGC        |
| Pkm2  | ATCATTGTACCATTGGGCCTG | TTCATTCCAGACTTAATCATCTCCTTC |
| Ldha  | GGTGCATCCCATTTCAC     | GTCTGCGCTCTTCTTCAGG         |
| Ldhb  | GATTCACCCCGTGTCTACC   | ATGGTCACATTGGAGGTTTG        |
| Gapdh | TGGATTGGACGCATTGGTC   | TTTGCACTGGTACGTGTTGAT       |

|           |                     |                     |
|-----------|---------------------|---------------------|
| shRNAMc2r | GCTCAGAGATGCATTCAAA | TTTGAATGCATCTCTGAGC |
|-----------|---------------------|---------------------|

Supplementary Table 2: list of antibodies

| Antibody name           | Company            | Catalog No | Species | Dilution                                      |
|-------------------------|--------------------|------------|---------|-----------------------------------------------|
| Ucp1                    | Alpha Diagnostic   | UCP11-A    | Rabbit  | 1:500 (for detection in differentiated cells) |
| Ucp1                    | Alpha Diagnostic   | UCP11-A    | Rabbit  | 1:5000 (for brown adipose tissue)             |
| HSP90                   | Santacruz Biotech. | sc-13119   | Mouse   | 1:1000                                        |
| FASN                    | cell signaling     | #3180      | Rabbit  | 1:1000                                        |
| FABP4                   | cell signaling     | #3544      | Rabbit  | 1:10,000                                      |
| BAF60a                  | BD                 | 611728     | Mouse   | 1:1000                                        |
| BAF60a                  | Proteintech        | 10998-2-AP | Rabbit  | 1:500                                         |
| ACTIN                   | Sigma              | A 4700     | Mouse   | 1:2000                                        |
| BRG1                    | Santacruz Biotech. | sc-10768   | Rabbit  | 1:500                                         |
| BRD9                    | Active Motif       | 61938      | Rabbit  | 1:1000                                        |
| BAF47                   | Bethyl             | A301-087A  | Rabbit  | 1:2500                                        |
| PPARg                   | Santacruz Biotech. | sc-7273    | mouse   | 1:1000                                        |
| TH                      | abcam              | ab112      | rabbit  | 1:2000                                        |
| pPKA substrate (RRXS/T) | cell signaling     | #9624      | Rabbit  | 1:2500                                        |
| Myc                     | sigma              | C3956      | Rabbit  | 1:500                                         |

How the deposited data were processed for this re-analysis (not part of the article)

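Chromatin accessibility was measured by ATAC-seq in brown fat of 3 flox and 3 AKO mice and in inguinal fat of cold-acclimated mice, where 3 aliquots of 1 tissue pool stood for each genotype. The authors trimmed adapters, mapped the reads to mm10, removed duplicates and reads of low mapping quality, called broad peaks per sample and counted the reads in the union of peaks. For each sample, the products of separate transposase reactions were merged, and how is not stated. The signal values in the deposited tables are read counts that the authors divided by a size factor per sample. The log2 fold changes in the deposited tables are those of the authors' DESeq2 fit, with PC1 as a covariate in brown fat only. The p-values and adjusted p-values in the deposited tables come from the same fit by the authors, with no adjusted p where the count filter of DESeq2 left a peak out. The brown fat table was told from the inguinal one by its PC1 covariate and by its 47205 peaks with an adjusted p, the paper's number of brown fat peaks.

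Reads were recovered by dividing each column by its smallest step, and the inverses of these steps equal the size factors that DESeq2 computes from those reads, so that this alternative normalization changes nothing. Every column with values per sample was used (0 unused). The median peak held 226, 164 and 97 reads in flox and 121, 70 and 126 in AKO brown fat samples, and 98, 63 and 83 in flox and 62, 62 and 65 in AKO inguinal samples, which limits the precision at peaks of small signal. Data were simulated at the depth of each table, with a spread set by signal alone and without the shared variation of PC1. Of 200 peaks of at least 100 reads changed by 1 or 2 log2 units, limma called 75 in brown fat and 180 in iWAT, with 2 and 19 unchanged peaks called besides. DESeq2 called 131 and 198, with 23 and 5 unchanged peaks. These shares need not hold in the real tables. The motif search was checked on 1000 planted sites, of which it found 1000.

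Each tissue was tested on its own with lmFit and eBayes of limma on log2(normalized reads + 1), AKO against flox, with Benjamini-Hochberg adjustment and a threshold of 0.1. A count of 3 against 3 samples allows 10 splits and a smallest exact p of 0.1. Groups were called non-overlapping when every sample of 1 genotype lay beyond every sample of the other, which chance gives in 10% of peaks. The alternatives chosen before the data were examined were total reads in peaks and cyclic loess as normalization, DESeq2 size factors, DESeq2 with the same design, peaks with at least 10 reads in every sample, pseudocounts of 0.1 and 10, each sample left out, a threshold of 0.05, no PC1 covariate in brown fat or PC1 of the 500 most variable peaks, a PC1 covariate in iWAT, blocks by replicate number, a fold change of at least 2 besides the authors' threshold, and adjustment over all p-values of the deposited table, besides other rules for overlap, for the peaks of a locus and for motif matches and controls. The plan named edgeR with TMM as the main test for read counts, and limma for tables of normalized values without counts. The deposited values are normalized, so limma was the main test, although whole reads were recovered. edgeR and TMM on the recovered reads were run as alternatives, after the values were seen. Further alternatives were also added then: limma-trend, DESeq2 with a fold-change prior, DESeq2 without PC1, a correction for GC content in 20 bins, and the authors' calls in place of those of limma. To approach the authors' brown fat calls, 13 definitions of PC1 were tried in DESeq2 with the prior, also after the values were seen. The nearest, PC1 of the values without a log, is among the alternatives, and none gave the same calls.

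Genes were named by a rule: the genes that the paper names for its ATAC-seq data, the targeted gene Smarcd1 with its paralogs Smarcd2 and Smarcd3, and in each tissue and direction the 3 peaks with the smallest p-value among the called ones. Since limma called none, these peaks were taken from the calls of DESeq2. One falling brown fat peak among them is not reported here. For a gene with several peaks, all were counted. The rule asked for the peak with the smallest p-value in full, which was done for the genes that the paper's sentences name, besides peaks over a start site or in a drawn locus, while the other genes of Fig. 2a were summarised as a set. Genes measured by quantitative PCR entered only the comparison of paired peaks between the tissues. Positions are those of mm10 with both ends included, and genes follow the principal GENCODE transcript. Distances run from the transcription start site to the midpoint of a peak.

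Motifs were searched as consensus sequences on both strands, with controls matched within 10 width and 10 GC classes. Lists of marker genes for adipocytes and 6 other cell types were written from general knowledge before their test, and a lymphocyte list without Ebf1 was added after it. Peaks of a list were compared with 2000 random sets of like signal. PPARγ and EBF2 binding data, messenger RNA data and footprints were not used here. The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, besides bedtools 2.31.1. The random seed was 1.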

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

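The test of extra gene copies and the bounds of the stretch on chromosome 16 were chosen only after the result was seen, while the test of low signal was written before its result was seen.

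A signal outside the peaks that the paper discusses appeared on chromosome 16 of mm10, between 22984189 and 23158743. This stretch of 174.6 kb starts downstream of Hrg, to which the table assigns its first brown fat peaks, and ends just beyond Adipoq. Its bounds were set by extending from Adipoq as long as neighbouring brown fat peaks had a positive log2 fold change. A positive value at all 20 of its brown fat peaks was thereby fixed. These values ran from 0.25 to 2.01 with a median of 1.04. The first peak is small, with 1.38 normalized reads in flox and 7.48 in AKO mice. At 16 of the 20 peaks every AKO mouse was above every flox mouse. Chance gives 5% of peaks, but the rule for the bounds raises this share. limma called 0 of the 20, of which 15 had an unadjusted p under 0.05. Of the 72 rising peaks in the authors' deposited table, 9 lie here (12.5%), although the stretch holds 0.034% of all peaks. In iWAT, whose values played no part in the bounds, all 8 peaks rose, with a median of 0.62, and 5 of them had groups without overlap.

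Low signal of these peaks was tested with 10000 random sets of brown fat peaks of the same mean signal, of which 0 had a median as large and the largest reached 0.339. The random sets were not chosen by sign as the stretch was, so the brown fat sets alone cannot decide. Of 10000 such inguinal sets, 0 had a median as large as that of the 8 inguinal peaks, and the largest reached 0.499. This argues against low signal for the inguinal rise. Peaks within 200 kb on either side had a median of 0.17 in brown fat and −0.088 in iWAT, so the rise was larger inside the bounds. In brown fat, the rule for the bounds favours such a difference. The Cre of the AKO mice is driven by the promoter of adiponectin, whose gene Adipoq lies at the end of this stretch, and extra copies of the region carried by the transgene may raise the reads there. Such copies would raise the inguinal peaks too, and among 39425 runs of 8 neighbouring inguinal peaks, 18 had a median as large, this run included. The extent of the transgene was not examined here. A true opening of the chromatin in AKO fat stays open as well, since the values do not tell copies of the DNA from its accessibility.

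Opposite directions in the 2 tissues drew attention at 7 pairs of overlapping peaks. They come from 179 pairs at genes that the paper names for its ATAC-seq data or measured by quantitative PCR. In 17 of these pairs the groups did not overlap in either tissue, and in 7 of the 17 the tissues went opposite ways, where chance gives 0.5% of pairs. Groups without overlap are more common than by chance throughout these tables, and among all 31487 pairs 464 went opposite ways in this sense. The difference itself was not tested. In 6 pairs the AKO brown fat values were below the flox values and the AKO inguinal values above them. Their inguinal log2 fold changes were 0.39 at Otop1, 0.42 and 0.34 at Ppara, 0.30 at Pparg, 0.55 at Ppp1r3b and 0.54 at Prkar2b. The fitted brown fat values were −0.77 at Otop1, −0.39 and −0.19 at Ppara, 0.0057 at Pparg, −0.36 at Ppp1r3b and −0.13 at Prkar2b, so that with the PC1 covariate the Pparg peak showed no fall. At Prlr the order was reversed, with −0.42 in iWAT and 0.077 in brown fat. In brown fat, these peaks start at 38276403 (Otop1), 85723989 and 85734484 (Ppara), 115360778 (Pparg), 35217471 (Ppp1r3b), 32055771 (Prkar2b) and 10177461 (Prlr). Tissue, temperature and the kind of replicate differ together between the tables, so none of them can be named as the reason, and the inguinal pools carry no spread between mice. No technical explanation was tested for these pairs.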

How the results depend on the processing

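Changes are given for alternatives in the order of the results, and where no reason is stated the cause was not tested.

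The count of limma calls was 0 in both tissues with total reads in peaks, cyclic loess, TMM, GC-corrected values, the filter on low reads, pseudocount 0.1, a threshold of 0.05, the other choices of covariate and each sample left out, while 5301 brown fat and 5943 inguinal peaks had an unadjusted p under 0.05. Pseudocount 10 gave 1 falling brown fat peak. Falling and rising brown fat peaks numbered 127 and 47 with DESeq2 of the same design, 44 and 9 with limma-trend, 67 and 17 with edgeR, 188 and 64 with the DESeq2 fold-change prior, 303 and 300 with DESeq2 without PC1, and 272 and 86 with the prior and PC1 of values without log. The authors' deposited table gives 265 and 72, 9 and 2 with a fold change of at least 2 besides, and 244 and 73 with adjustment over all peaks. In iWAT, the counts were 225 and 195 with DESeq2, 792 and 648 with limma-trend, 996 and 850 with edgeR and 241 and 196 with the prior. In the authors' deposited table they are 241 and 196, and 228 and 184 with adjustment over all peaks. With 1 sample left out, limma called 0 peaks in each of the 6 fits per tissue.

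Among the DESeq2 calls, an adjusted p under 0.05 left 27 rising brown fat peaks and 90 falling and 66 rising inguinal peaks. Across the 6 fits that each left out 1 sample, brown fat gave from 23 falling peaks (without flox replicate 3) to 107 (without AKO replicate 2) and from 2 rising peaks (without AKO replicate 1) to 198 (without AKO replicate 3). Inguinal fat gave from 4 falling peaks (without flox replicate 1) to 282 (without flox replicate 2), and from 4 rising peaks to 176 in the same fits.

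Replicate numbers do not pair the samples, since the deviations of samples with the same number correlated at 0.494, 0.0632 and −0.236 in brown fat and at −0.0387, −0.0497 and −0.0566 in iWAT. With the replicate block in DESeq2, 312 falling and 132 rising brown fat peaks and 2 falling and 1 rising inguinal peak were called, with the block in place of PC1 in brown fat. In limma, the replicate block gave medians of −0.40 for Ifi27l2a and −0.30 for Cidea in brown fat, and log2 fold changes of 0.25 for the Mc2r locus peak from 68388075 and −0.18 for the Smarcd2 peak from 106272342. It changed no call of limma.

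At the Ucp1 locus, all 7 brown fat peaks fell in each of the 6 fits without 1 mouse (7 to 7), and 11 fell among the 12 peaks that the table assigns to Ucp1. Of the 7, DESeq2 called 5, limma-trend 4, edgeR 4, DESeq2 with the prior 5, DESeq2 without PC1 7, the prior with PC1 of values without log 6, the authors' deposited table 7, this table with a fold change of at least 2 only 4, and with adjustment over all peaks 6. Of the 170 peaks of the Fig. 2a genes, the same settings called 22, 12, 14, 28, 29, 33, 36, 5 and 33 as falling. limma called 0 of either set in each fit without 1 mouse, although 6 and 57 of them had an unadjusted p under 0.05 with all mice.

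The share of inguinal peaks that overlap a brown fat peak was 76.2% with 50% of the inguinal peak covered, 60.6% with 50% of both, 90.3% for peaks with a mean of at least 50, and 75.6% for brown fat peaks with an adjusted p in the authors' deposited table.

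Of the brown fat medians, Ifi27l2a moved to −0.40 without PC1, −0.37 in DESeq2 without PC1 and −0.24 for peaks within 20 kb, and from −1.40 (without flox replicate 3) to −0.74 (without flox replicate 2). Car3 moved to −0.48 with the prior, −0.42 with the prior and PC1 without log, −0.40 in the authors' deposited table and −0.52 within 20 kb, and from −0.98 (without AKO replicate 1) to −0.55 (without flox replicate 3). Ucp1 moved to −0.58 with the prior, and from −1.17 (without flox replicate 3) to −0.74 (without AKO replicate 1). The Cidea median of −0.027 reversed to 0.036 with cyclic loess, 0.071 with DESeq2 and with edgeR, 0.028 with the prior and 0.076 within 20 kb. It moved to −0.30 without PC1 and −0.32 in DESeq2 without PC1, and from −0.25 (without flox replicate 2) to 0.17 (without AKO replicate 3).

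Of the inguinal medians, Ifi27l2a moved to −0.92 with pseudocount 10, −0.74 with the prior and in the authors' deposited table, −0.79 with a PC1 covariate and −0.32 within 20 kb, and from −1.15 (without flox replicate 2) to −0.995 (without AKO replicate 1). Car3 moved to −1.27 with a PC1 covariate, and from −0.62 to −0.49 with 1 aliquot left out. Ucp1 reversed from 0.068 to −1.11 with a PC1 covariate and −0.22 within 20 kb, and lay from −0.011 (without flox replicate 1) to 0.13 (without AKO replicate 2). Cidea moved to 0.47 with pseudocount 10, 0.48 with GC-corrected values, 0.39 with the prior and in the authors' deposited table and 0.32 within 20 kb, reversed to −0.031 with a PC1 covariate, and lay from 0.43 to 0.57 with 1 aliquot left out. The inguinal PC1 correlates with genotype at 0.993, and the brown fat PC1 at 0.655 in size, so that in iWAT the covariate and the genotype can hardly be separated. Fitted values with that covariate are unstable, as in the Car3 peak from 14872491 that went from −1.53 to −2.87, and the reversals under it say nothing about direction.

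At Mc2r in brown fat, the peak from 68388075 (−0.26) reversed to 0.25 without PC1, 0.20 in DESeq2 without PC1, 0.0089 with the prior and PC1 without log and 0.017 in the authors' deposited table, and from −0.53 (without AKO replicate 3) to 0.31 (without flox replicate 3). The peak from 68389361 lay from −0.54 to −0.37, the peak from 68427664 from −0.30 (without AKO replicate 3) to 0.39 (without flox replicate 3), and the peak from 68444456 from −0.18 to 0.089 (without flox replicate 3), with 0.018 for GC-corrected values. In iWAT, the peak from 68427732 lay from −0.40 (without flox replicate 2) to 0.11 (without flox replicate 3) and that from 68445697 from 0.14 to 0.32, and a PC1 covariate reversed them to 0.51 and −0.17.

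For the peaks with the smallest p of each named gene, 42 results under 987 alternatives gave 891 of the same direction and side of the threshold, 86 stronger, 0 weaker and 10 reversed. Since limma called none of these peaks, no result could become weaker. The 891 are peaks that kept their direction and stayed uncalled. In brown fat, Smarcd2 from 106272342 (0.15) reversed to −0.016 with GC-corrected values, −0.18 without PC1 and −0.17 in DESeq2 without PC1, and Smarcd3 from 24601919 (−0.16) to 0.016 without flox replicate 3, with −0.33 as the lowest (without AKO replicate 3). In iWAT, a PC1 covariate reversed Elovl6 from 129553200 to 4.38, Cidea from 67336321 to −0.89, Mc2r from 68445697 to −0.17, Smarcd2 from 106272348 to 0.78 and Smarcd3 from 24596668 to 0.060.

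Across the tissues, Pearson's r fell to 0.081 and Spearman's rho to 0.070 without PC1. With 1 sample left out, r lay from 0.085 (without brown fat flox replicate 3) to 0.119 (without inguinal flox replicate 2) and rho from 0.065 (without inguinal flox replicate 3) to 0.105 over 12 fits. Called brown fat peaks with the same sign in iWAT numbered 125 for the authors' deposited table and 65 for DESeq2, against 0 for limma, which has no called peak to pair but 1132 of the same sign at an unadjusted p under 0.05. Of the motif odds ratios, EBF fell below 1 to 0.70 in the falling brown fat peaks called by DESeq2, NF1 reached 1.00 (from 0.635) with all other peaks as controls, EBF was weaker at 1.73 in the rising inguinal peaks called by DESeq2, and NF1 was 0 in the rising inguinal peaks with one mismatch fewer. The authors' size factors equal those of DESeq2, so that this alternative moved nothing.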

Differences from the paper's values

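The paper gives 265 brown fat peaks with lower accessibility in AKO mice, and limma called 0, with 3274 falling peaks at an unadjusted p under 0.05. edgeR, which the plan named for read counts, called 67 on the recovered reads. Of the alternatives set before the data were examined, only Benjamini-Hochberg adjustment over all p-values of the authors' deposited table, with 244 peaks, came within 1.5 times of the paper's number. Total reads, cyclic loess, DESeq2 size factors, the filter on low reads, pseudocount 0.1, a threshold of 0.05, the replicate block, no PC1 covariate, PC1 of the 500 most variable peaks and each mouse left out gave 0, pseudocount 10 gave 1, the fold change of at least 2 gave 9, and DESeq2 of the same design gave 127. Of the alternatives chosen after seeing the values, the DESeq2 fold-change prior gave 188, the prior with PC1 of values without log 272, DESeq2 without PC1 303, DESeq2 with the replicate block in place of PC1 312 and the calls of the authors' deposited table 265.

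The paper gives 72 peaks with higher accessibility, and limma called 0, with 2027 rising peaks at an unadjusted p under 0.05. edgeR on the recovered reads called 17. Among the alternatives set before the data were examined, adjustment over all p-values of the authors' deposited table gave 73, DESeq2 of the same design gave 47, which is more than 1.5 times below, the fold change of at least 2 gave 2, and the others named above, with pseudocount 10 among them, gave 0. Chosen after seeing the values, the prior gave 64, the prior with PC1 of values without log 86 and the authors' deposited table 72, while DESeq2 without PC1 gave 300 and DESeq2 with the replicate block 132.

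At the Ucp1 locus, where the paper reports reduced accessibility, all 7 peaks had a negative log2 fold change, and limma called 0 of them, while 6 had an unadjusted p under 0.05. Settings that called peaks there were DESeq2 (5) and edgeR (4), which the plan named for read counts. Chosen after seeing the values were limma-trend (4), the prior (5), the prior with PC1 of values without log (6), DESeq2 without PC1 (7) and the authors' deposited table (7). Adjustment over all p-values of that table gave 6, and its calls with a fold change of at least 2 gave 4. Among the peaks of the Fig. 2a genes, limma called 0 of 170, with 57 at an unadjusted p under 0.05. DESeq2 called 22 of them, adjustment over all p-values of the authors' deposited table 33, and its fold change of at least 2 gave 5. edgeR, which the plan named for read counts, called 14. Chosen after seeing the values, limma-trend called 12, the prior 28, the prior with PC1 of values without log 33, DESeq2 without PC1 29 and the authors' deposited table 36.

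The paper states that C/EBP and PPAR motifs are enriched in inguinal peaks that gain accessibility in AKO mice. The consensus of C/EBP had an odds ratio of 0.45 and PPARE 1.31 (Fisher's exact test, p = 0.72 and p = 0.31). C/EBP matched in only 1 of 196 rising peaks, and the controls were other inguinal peaks. The paper also lists CTCF among the motifs enriched in all peaks. The CTCF consensus matched peaks and nearby windows at ratios of 1.05 in brown fat and 0.934 in iWAT. HOMER's enrichment was not repeated, so these searches with single consensus sequences do not test its result directly. The paper states that the peaks near Ucp1 and Cidea change in opposite directions in the tissues. At Ucp1 in iWAT, the median log2 fold change of the 3 peaks was 0.068, with the peak from 83309978 at −0.64, and at Cidea in brown fat the median was −0.027, with 3 of 5 peaks falling. Of these, the peaks from 67327513 and 67324377, at −0.37 and −0.30, had groups without overlap. The peak over the transcription start site was at 0.076 in limma and at −0.064 in the authors' deposited table. The paper places the major Mc2r peaks at the proximal promoter and in the first intron. By the principal GENCODE transcript, the brown fat peak from 68427664 lies 1385 bp inside the gene, in intron 1, and no peak covers the transcription start site, whereas the authors' deposited table gives that peak −95 bp to the nearest start site. The largest brown fat peak lies −16022 bp from the start of Mc2r.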

Other observations

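The tests of library size, counting noise, the splits, the loss of floxed DNA and the share of adipocytes were chosen only after the result was seen, and those of the difference in depth and of GC content were written before.

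PC1 of the brown fat samples followed depth. Its score correlated with the log of reads in peaks at a Pearson's r of −0.979 over the 6 mice (exact permutation p = 0.0056, adjusted 0.022 over 4 tests) and a Spearman's rho of −0.94 (exact permutation p = 0.0167, adjusted 0.033). Without the 2 samples farthest from the others, r was −0.85 and rho −0.80. The order held within the flox mice and not within the AKO mice. In iWAT, r was −0.73 (exact permutation p = 0.071) and rho −0.83 (exact permutation p = 0.058), with r at −0.22 and rho at −0.80 without the 2 farthest samples. With all libraries thinned to 6336670 reads, the size of the correlation with the original depth was still 0.981, which argues against counting noise of the smaller libraries as the reason. A property of the libraries that goes with their depth may lie behind PC1. Since PC1 also correlates with genotype at 0.655 in brown fat, the covariate and the genotype share part of their variation.

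More peaks fell than rose among the DESeq2 calls in brown fat. With all libraries thinned to the smallest, DESeq2 called 52 falling and 17 rising peaks, so that 75.4% fell. This argues against the number of reads itself as the reason. A property of the libraries that goes with their depth would remain after thinning and was not tested by it. limma called 0 peaks in the thinned data as in the full data, where 5301 had an unadjusted p under 0.05. The excess is not stable in other ways, since without PC1 the counts were 303 and 300, and without AKO replicate 3 they were 98 falling and 198 rising. In the thinned inguinal libraries of 4066720 reads, DESeq2 called 124 falling and 90 rising peaks.

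The genotype is 1 of 10 splits of the 6 samples into groups of 3. In brown fat, 3 of the 10 splits gave at least as many DESeq2 calls as the 174 of the real split, among them 319 for flox replicate 1 with AKO replicates 1 and 2 against the rest and 178 for flox replicate 1 with AKO replicates 1 and 3, while the other splits gave 0 to 27. For limma at an unadjusted p under 0.05, 1 of the 10 splits, the real one, gave as many as 5301 peaks, the others 1886 to 4701. In iWAT, 1 of the 10 splits gave as many as the 420 DESeq2 calls, the others 0 or 1, and 1 of the 10 splits gave as many as 5943 peaks by limma, the others 1142 to 2506. With 10 splits, no share can be under 0.1, so this count alone settles nothing. In iWAT, the correlations between aliquots of the same genotype, from 0.945 to 0.964, were all above those between genotypes, from 0.928 to 0.938, so the pools differ beyond the spread of their aliquots. Each genotype is 1 pool, and the difference between the pools may come from genotype or from anything else that differs between them. In brown fat, the ranges overlapped, with 0.920 to 0.970 within and 0.860 to 0.957 between genotypes.

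The fall of the internal Smarcd1 peak goes with a loss of the floxed DNA as a candidate explanation, because the promoter peak of the gene had a log2 fold change of 0.19 against −2.98 inside. A lower accessibility of that site without loss of DNA stays open, since the floxed exons were not located here. The paralogs moved little in brown fat, where the Smarcd2 peak with the smallest p, from 106272342, had a log2 fold change of 0.15 and that of Smarcd3, from 24601919, −0.16. In iWAT these values were −0.12 for Smarcd2 and −0.36 for Smarcd3.

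The log2 fold change rose with the GC content of a peak, with a Spearman's rho of 0.27 over the brown fat peaks and 0.22 over the inguinal peaks. With this trend removed, the median of the Fig. 2a genes in brown fat was −0.26, with 133 of 170 peaks negative, so GC content does not account for most of their fall. In iWAT, the 90 peaks of these genes had a median of 0.041 with 40 negative after the same correction, and of −0.0081 with 47 negative before it. Uncorrected, 12 fell among the 23 with an unadjusted p under 0.05. limma called 0 of the 90, and 4 passed when adjusted over the list alone.

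Marker genes of cell types were compared to ask whether AKO brown fat may hold a lower share of adipocytes. The 87 peaks of 12 adipocyte genes had a median of −0.16, below every one of 2000 random sets of like signal, and −0.095 with the GC trend removed. Dgat2 is in this list and in Fig. 2a. A lower share would raise the peaks of the other types alike. Their medians were −0.0091 for endothelial, −0.046 for fibroblast, −0.11 for lymphocyte, 0.11 for macrophage, −0.13 for skeletal muscle and 0.037 for smooth muscle genes. Of these, the lymphocyte median alone lay outside the central 95% of its 2000 random sets, from −0.098 to 0.092. Without the PC1 covariate, the median was −0.28 for adipocyte, 0.22 for endothelial, −0.020 for fibroblast, 0.0059 for lymphocyte (0.19 without Ebf1), 0.042 for macrophage, 0.15 for skeletal muscle and 0.12 for smooth muscle genes. Of the 6 other types, endothelial peaks alone lay outside the central 95% of 2000 random sets of that fit, from −0.061 to 0.173, and fibroblast peaks lay within theirs, from −0.102 to 0.184. The type outside its range differed between the fits, and the ranges are too wide to show that the other types rise alike or move apart. The lower share and a fall at the adipocyte genes themselves therefore cannot be told apart. The lymphocyte list holds Ebf1. Without it, the median with the covariate was −0.026, within its range from −0.142 to 0.118. In iWAT, the medians were 0.0064 for adipocyte, 0.16 for endothelial, −0.040 for fibroblast, −0.12 for lymphocyte (−0.18 without Ebf1), −0.028 for macrophage, 0.11 for skeletal muscle and 0.15 for smooth muscle genes. Of these, only the lymphocyte list without Ebf1 lay outside its random range, from −0.157 to 0.163.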
